# HINT2 protects against pressure overload‐induced cardiac remodelling through mitochondrial pathways

**DOI:** 10.1111/jcmm.18276

**Published:** 2024-03-28

**Authors:** Nan Zhang, Zi‐Ying Zhou, Yan‐Yan Meng, Hai‐Han Liao, Shan‐Qi Mou, Zheng Lin, Han Yan, Si Chen, Qi‐Zhu Tang

**Keywords:** cardiac remodelling, HINT2, hypertrophy, mitochondrial complex I, NDUFs

## Abstract

Histidine triad nucleotide‐binding protein 2 (HINT2) is an enzyme found in mitochondria that functions as a nucleotide hydrolase and transferase. Prior studies have demonstrated that HINT2 plays a crucial role in ischemic heart disease, but its importance in cardiac remodelling remains unknown. Therefore, the current study intends to determine the role of HINT2 in cardiac remodelling. HINT2 expression levels were found to be lower in failing hearts and hypertrophy cardiomyocytes. The mice that overexpressed HINT2 exhibited reduced myocyte hypertrophy and cardiac dysfunction in response to stress. In contrast, the deficiency of HINT2 in the heart of mice resulted in a worsening hypertrophic phenotype. Further analysis indicated that upregulated genes were predominantly associated with the oxidative phosphorylation and mitochondrial complex I pathways in HINT2‐overexpressed mice after aortic banding (AB) treatment. This suggests that HINT2 increases the expression of NADH dehydrogenase (ubiquinone) flavoprotein (NDUF) genes. In cellular studies, rotenone was used to disrupt mitochondrial complex I, and the protective effect of HINT2 overexpression was nullified. Lastly, we predicted that thyroid hormone receptor beta might regulate HINT2 transcriptional activity. To conclusion, the current study showcased that HINT2 alleviates pressure overload‐induced cardiac remodelling by influencing the activity and assembly of mitochondrial complex I. Thus, targeting HINT2 could be a novel therapeutic strategy for reducing cardiac remodelling.

## 1 INTRODUCTION

Heart failure (HF) is a common advanced manifestation of various cardiovascular diseases that affects more than 64 million individuals worldwide.^1^ It is a significant clinical issue that poses a global public health threat. Myocardial remodelling is crucial in the development of HF and has been recognized as a major contributor to poor patient outcomes.^2^ While numerous interventions have been documented to reduce myocardial remodelling injury in animal models, none have clinically efficacy.^3^ Therefore, it is essential to thoroughly investigate the underlying mechanisms in order to find prospective therapeutic targets.

It is generally understood that energy delivery to the heart is crucial, and any interruption in cardiac energy supply can rapidly result in contractile dysfunction.^4^, ^5^ Previous studies have demonstrated that cardiac metabolic remodelling occurs early in the course of cardiac remodelling, even before indications of cardiac dysfunction emerge.^6^, ^7^ During hypertrophy and HF studies, the oxidative capacity of mitochondria was significantly reducted.^8^ The electron transport chain (ETC) consists of five multimeric complexes that facilitate redox reactions.^9^ The mitochondrial complex I (C‐I) is the most prevalent contributor to the pathophysiology of cardiovascular diseases.^10^ Hence, investigating the impact of targeting C‐I could be a compelling research topic in cardiac remodelling.

Histidine triad nucleotide‐binding protein 2 (HINT2), a member of the histidine triad protein superfamily, is predominantly located on the inner mitochondrial membrane and contains mitochondrial signal channel sequences.^11^ Deletion of HINT2 in mice impairs oxidative respiratory chain function and leads to significant acetylation of mitochondrial proteins, resembling mitochondrial damage observed in hypoxia.^12^, ^13^ In the heart, several studies have reported the significant role of HINT2 in ischemic heart disease.^11^, ^14^, ^15^ However, its effect on cardiac remodelling is unclear. This study aims to investigate HINT2's impact on cardiac remodelling and its mechanisms.

## 2 METHODS

### 2.1 Human heart samples

The source of the human heart samples was elucidated in a previous study.^16^ During cardiac transplantation, heart samples were specifically extracted from the left ventricles. Non‐failing controls were obtained from donors who had no previous cardiac disease. Informed consent was obtained from each donor, and the Renmin Hospital of Wuhan University Review Board approved all procedures and adhered to the Declaration of Helsinki.

### 2.2 Animals

After quarantine, male C57BL/6J mice were purchased from Beijing Huafukang Company and housed at the Hubei Provincial Model Animal Center. Mice with cardiomyocyte‐specific overexpression of HINT2 mice were generated. Mice carrying the B6‐TG (CAG‐HINT2) gene were obtained from Specialty Medicine Kang Biotechnology Company. Details about the gene's construction and identification are provided in Figure S1A–D. The B6‐CAG‐HINT2 mice were subsequently bred with B6‐Myh6Cre/+ mice, and the mice with B6‐Myh6Cre/+ −TG positive were identified and received an intraperitoneal injection of 5 mg/kg/d tamoxifen for 7 days to generate HINT2 overexpression mice.

Cardiomyocyte‐specific HINT2‐knockout (KO) mice were generated, as demonstrated in Figure S1E–G. The HINT2^fl/fl^ mice were crossed with alpha myosin heavy chain (αMHC)‐cyclization recombinase (Cre) mice. Tamoxifen (5 mg/kg/d) was then injected for 7 days to induce the depletion of HINT2 in cardiomyocytes. Wild‐type (WT) mice from the same litter were injected with an equivalent dose of tamoxifen as a control group for the HINT2‐KO mice.

All animal research conducted at Renmin Hospital of Wuhan University was authorized by the Animal Care and Use Committee. The studies were conducted in accordance with the guidelines for the Care and Use of Laboratory Animals provided by the United States National Institutes of Health (NIH Publication, revised 2011) (20181106).

### 2.3 Cardiac remoulding model

Following the administration of intraperitoneal sodium pentobarbital anaesthesia (50 mg/kg, once), male mice (8–10 weeks old, weighing 23.5–27.5 g) were randomly assigned to groups to undergo AB surgery, as previously described.^17^ After the induction of anaesthesia, the left thorax of each mouse was opened, and the thoracic aorta was carefully separated under a microscope. Subsequently, a 27‐gauge needle was positioned alongside the separated aortic segment, and the aorta was ligated by tying a slipknot around it using 7–0 silk sutures. Mice in the Sham group underwent a similar operation without aortic ligation.

### 2.4 Cardiac function

Following a 4‐week postoperative period, we conducted an examination of mouse heart echocardiography to measure left ventricular ejection fraction (LVEF), fraction shortening (LVFS) and LV end‐diastolic diameter (LVEDd), as outlined in our previous study.^18^ Additionally, LV pressure maximal rate of rise (dp/dt max) were recorded using a Millar Pressure‐Volume System (MPVS‐400; Millar Instruments). Subsequently, the mice were euthanized, and their heart weight to body weight (HW/BW) and heart weight to tibia length (HW/TL) were measured.

### 2.5 Histological analysis

The hearts were fixed using 10% neutral formalin, followed by dehydration and embedding in paraffin before being cut into 5 μm slices. Subsequently, the sections were subjected to haematoxylin–eosin staining (H&E), picrosirius red staining (PSR) and terminal deoxynucleotidyl transferaseerminal deoxynucleotidyl transferase‐mediated dUTP nick end labeling (TUNEL) staining as described in our previous study to assess the cross‐sectional area (CSA), volume of fibrosis in the heart, and cell death, respectively.^17^, ^19^ Additionally, cellular areas were calculated in more than 100 cells, the volume of fibrosis in the heart was measured in over 60 fields, the percentages of apoptotic cells were calculated by at least three independent individuals in a blinded manner. The data were then analysed using computerized analytic program (Image‐Pro Plus 6.0, Media Cybernetics, Bethesda, USA).

### 2.6 Isolation and treatment of neonatal rat cardiomyocytes (NRCMs)

NRCMs were isolated from the left ventricle using a previously established method.^20^ Subesquently, these cells were exposed to angiotensin II (Ang II, 1 μM) for 48 h to induce hypertrophy, while control cells were exposed to phosphate‐buffered saline (PBS).

Prior to Ang II treatment, NRCMs were pre‐incubated with adenoviruses containing either shHINT2 or shRNA for 24 h. Following 48 h of exposure to Ang II, the cells were collected for further research. Furthermore, NRCMs were infected with an adenovirus carrying the HINT2 gene (Ad‐HINT2) or a negative control (Ad‐GFP) for 4 h. To investigate the precise molecular mechanism underlying C‐I involvement in HINT2‐mediated cardiac hypertrophy, rotenone (Sigma‐Aldrich) was employed to inhibit C‐I in NRCMs.

### 2.7 RNA extraction and quantitative real‐time polymerase chain reaction (RT‐PCR)

The mRNA extraction and RT‐PCR were done as described in our previous study.^21^ In short, TRIzol reagent (Invitrogen, Carlsbad, CA, USA) was used to extract total RNA, while a Transcriptor First Strand cDNA Synthesis Kit (Roche, Basel, Switzerland) was utilized to produce cDNA from the extracted total RNA. Subsequently, SYBR Green I was used for quantitative RT‐PCR, and the primer sequences for HINT2, β‐actin, natriuretic peptides A (NPPA), natriuretic peptides B (NPPB), myosin‐6 (Myh6), myosin‐7 (Myh7), collagen‐3 (Col III), collagen‐1 (Col I), fibronectin (FN), connective tissue growth factor (CTGF), NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 13 (Ndufa13), NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 11 (Ndufb11), Ndufb7, Ndufa2, Ndufa1, Ndufa3, NADH dehydrogenase [ubiquinone] iron–sulfur protein 7 (Ndufs7), Ndufb8, Ndufb6, Ndufa8 are provided in Table S1. The mRNA expression was standardized by comparing it to the levels of β‐actin.

### 2.8 Proteins extraction and western blotting assay

Proteins were extracted and a western blot analysis was conducted as previously described.^22^ Briefly, cardiac tissues, cultured cells or isolated mitochondria were subjected to RIPA lysis buffer or mitochondrial lysate. After BCA quantification, protein lysates were loaded into SDS‐PAGE gels for electrophoresis. The primary antibodies against the proteins HINT2 (ab128677), β‐actin (ab8227), CTGF (ab209780) and voltage‐dependent anion‐selective channel (VDAC, ab191440) were purchased from Abcam (Cambridge, UK). The proteins atrial natriuretic peptide (ANP, A22075), HINT2 (A24454), NDUFS7 (A24466), NDUFB8 (A19732), brain natriuretic peptide (BNP, A2179), beta myosin heavy chain (βMHC, A7564), COL1A1 (A1352) and FN (A12977) were purchased from ABclonal. Cell Signalling Technology supplied the secondary antibodies: anti‐rabbit (7074) and anti‐mouse (7076). The blots were detected using a chemiluminescence ECL kit (#1705062, Bio‐Rad, USA) and the band intensities were analysed using the Image Lab software.

### 2.9 Immunofluorescence staining

The immunofluorescence staining was conducted in accordance with manufacture's protocols. In summary, the cells on coverslips were fixed using 4% paraformaldehyde and permeabilized with 0.5% Triton X‐100. The cells were then subjected to overnight incubation at 4°C with α‐actinin (diluted 1:100). Finally, the cells were incubated with Alexa Fluor 488‐goat anti‐rabbit secondary antibody (1:200) for 1 h at room temperature. The nuclei were stained using DAPI (Sigma‐Aldrich) and the fluorescence images were captured using a specialized OLYMPUS DX51 fluorescence microscope (Tokyo, Japan). Subsequently, the data was analysed using Image‐Pro Plus 6.0.

### 2.10 Microarray performance and analysis

A microarray analysis was conducted on RNA samples obtained from the hearts of HINT2 transgenic (HINT2‐TG, *n* = 3) and non‐transgenic (NTG, *n* = 3) mice, 4 weeks after AB surgery. Cardiac tissue total RNA was extracted using TRIzol Reagent, followed by RNA integrity assessment using the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). RNA‐seq libraries were then prepared, PCR products were purified using the AMPure XP system, and library quality was evaluated on the Agilent Bioanalyzer 2100 system. Clustering and sequencing were conducted on an Illumina Novaseq platform. The raw reads in fastq format were initially processed through in‐house perl scripts to obtain clean data, followed by mapping to the reference genome and prediction of novel transcripts using StringTie (v1.3.3b). The reads mapped to each gene were counted using featureCounts v1.5.0‐p3. Subsequently, the FPKM of each gene was calculated based on gene length and mapped reads count. Differential expression analysis between two groups was performed using the DESeq2 R package (1.20.0), with *p*‐values adjusted using the Benjamini and Hochberg's approach to control the false discovery rate (padj is its common form). Genes with an adjusted *p* < 0.05 found by DESeq2 were assigned as differentially expressed. The Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) were analysed using the cluster Profiler R package. The gene expression was normalized using a Z‐score normalization technique. The heat map and volcano plot were generated using the normalized expression of the DEGs. The raw data can be viewed in the GEO database (GSE260663).

### 2.11 Isolation of mitochondria and detecting mitochondrial membrane potential

After 4 weeks of operation, hearts from mice were rapidly excised and the left ventricular (LV) regions were separated. Mitochondria were isolated from the heart using the Mitochondria Isolation Kit for tissue (C3606, Beyotime) per manufacturer protocol. For NRCMs, after being treatment we used Mitochondria Isolation Kit for cell (C3601, Beyotime) according to the manufacturer protocol.

Freshly isolated mitochondria were used to measure mitochondrial membrane potential (MMP) (Δψm) by enhanced mitochondrial membrane potential assay kit with JC‐1 (C2003S, Beyotime) following the manufacturer's guidelines. Briefly, mixed the mitochondria with JC‐1 working solution and detected with fluorescence spectrophotometer. Time scan is performed directly with fluorescence spectrophotometer, excitation wavelength is 485 nm, emission wavelength is 590 nm.

In addition, excess mitochondria were cryopreserved in mitochondrial storage buffer for the detection of mitochondrial proteins and other related experiments.

### 2.12 Mitochondrial ETC complex I activity

The activity of mitochondrial complex I was assessed according to the manufacturer's protocol (ab109721, Abcam). In brief, resuspend the frozen mitochondria, determine protein concentration using the BCA method, then adjust the remaining sample to 5.5 mg/mL. After extraction, dilute samples in incubation solution to the desired concentration and load onto a plate. After incubation and washing, 200 μL of assay solution was added to each well. At room temperature, set the wavelength to 450 nm, and measure every minute for a total of 30 min. Shake well before each measurement. Measure OD values in kinetic mode, record the values, and calculate the rate/slope from 0 to 30 min.

### 2.13 Seahorse extracellular flux analyser assays

NRCMs were transfected with adenviruse to overexpress HINT2 or to KO HINT2 and the oxygen consumption rate (OCR) was determined following exposure to Ang II for 48 h. Seahorse XFe24 analyses were used to assess the OCR and adjust it to protein concentrations as previous described.^23^ In order to quantify ATP‐linked OCR, the basal cellular respiration was measured after an injection of the ATP synthase inhibitor oligomycin (1 μM). Maximal respiration was calculated using an uncoupling agent (FCCP 1 μM). Rotenone (1 μM) and Antimycin A (2 μM) were given to block complex I and III, respectively, and to assess non‐mitochondrial respiration.

### 2.14 Measuring ATP, NAD and NADH levels

Using the Enhanced ATP Assay Kit (S0027, Beyotime), the ATP levels were been detected. Utilizing the extracted mitochondria from the heart tissues or NRCMs and the NAD+/NADH Assay Kit with WST‐8 (S0175, Beyotime), the NAD and NADH levels were been measured. The protocol was carried out as directed by the kit.

### 2.15 Downloading and analysis of public datasets

We obtained the microarray of GSE36074,^24^ GSE198926^25^ and GSE42955^26^ from the National Center for Biotechnology Information (NCBI) GEO database. GSE36074 includes 14 mice from AB group and five mice from sham group. GSE42955 includes 12 human dilated cardiomyopathy (DCM) hearts and five normal hearts. GSE198926 includes four mice from transverse aortic constriction (TAC) group and four mice from sham group. The expression of HINT2 and the correlation of HINT2 with thyroid hormone receptor beta (THRB) were analysed by R package.

### 2.16 STATISTICAL ANALYSIS

The data were expressed as the Mean ± Standard error of the mean (SEM). The analysis was performed using GraphPad Prism software Version 8. For two groups, data was compared by the two‐tailed unpaired Student's *t*‐test; for more than two groups, data were analysed by one‐way ANOVA with Tukey post hoc analysis. *p* < 0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 HINT2 expression is markedly downregulated in hypertrophic hearts

First, we examined the data obtained from human DCM heart tissues and mice hypertrophic hearts, which were acquired from the GEO database (GSE42955 is shown in Figure 1A,D, GSE36074 is shown in Figure 1B,E and GSE198926 is shown in Figure 1C,F). Figure 1A–C demonstrates a notable decrease in HINT2 expression in human DCM heart tissues and mice AB or TAC hearts compared to normal hearts. Additionally, there is a notable negative correlation exists between the expression of HINT2 and NPPA (Figure 1D–F).

**FIGURE 1:**
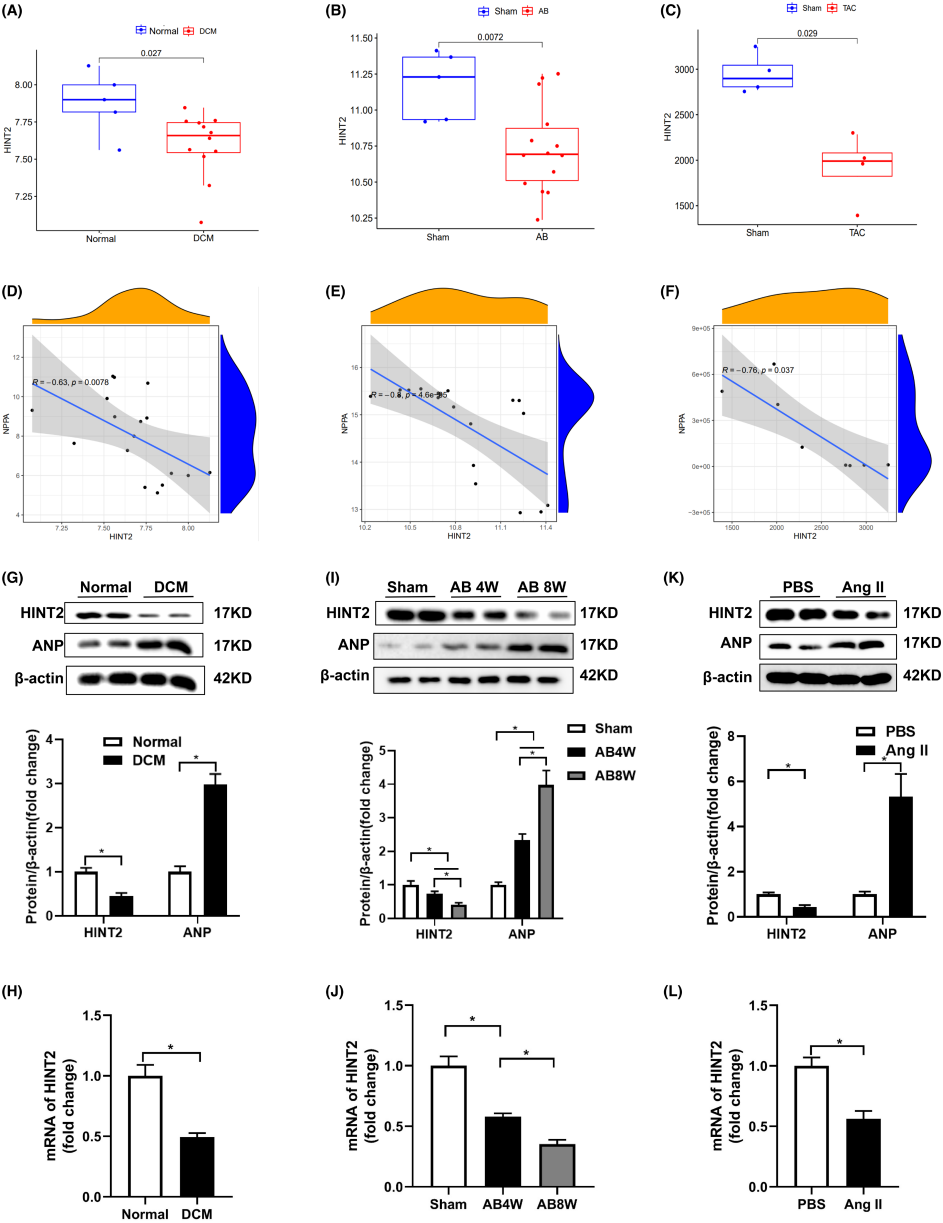
Histidine triad nucleotide‐binding protein 2 (HINT2) expression is markedly downregulated in hypertrophic hearts and might be a promising factor related to heart failure. (A–C) The expression of HINT2 in human dilated cardiomyopathy (DCM) hearts, mice with AB hearts and mice with transverse aortic constriction (TAC) hearts were significantly lower than that in normal hearts or sham hearts (A. GSE42955, B. GSE36074 and C. GSE198926). (D–F) The expression of HINT2 was significantly negatively correlated with the expression of natriuretic peptides A (NPPA), (A. GSE42955, B. GSE36074 and C. GSE198926). (G) Representative immunoblotting images of HINT2 and ANP protein levels (upper) in human heart tissues collected from DCM and normal donors and statistical analyses of HINT2 and ANP (blow), *n* = 6, *p < 0.05. (H) Relative mRNA levels of HINT2 in human heart tissue samples from DCM and normal donors, *n* = 6, *p < 0.05. (I) Representative immunoblotting images of HINT2 and ANP protein levels (upper) in heart tissues collected from sham, AB4W and AB8W mice and statistical analyses of HINT2 and ANP (blow), *n* = 6, *p < 0.05. (J) Relative mRNA levels of HINT2 in heart tissue samples from sham, AB4W and AB8W mice, *n* = 6, *p < 0.05. (K) Representative immunoblotting images of HINT2 and ANP protein levels (upper) in NRCMs exposed to Ang II or phosphate‐buffered saline (PBS) and statistical analyses of HINT2 and ANP (blow), *n* = 6, *p < 0.05. (L) Relative mRNA levels of HINT2 in NRCMs exposed to Ang II or PBS, *n* = 6, *p < 0.05.

To validate these findings, we assessed HINT2 expression in cardiac samples from DCM patients and healthy donors. Increased levels of ANP indicated failing hearts. We observed a significant reduction in HINT2 levels in DCM hearts compared to normal hearts (Figure 1G), along with notable decreases in HINT2 mRNA levels in DCM hearts (Figure 1H). Additionally, significant reductions in both HINT2 protein and mRNA levels were observed in the cardiac tissues of mice at 4 and 8 weeks following AB surgery (Figure 1I,J). Incubation of NRCMs with Ang II for 48 h resulted in a substantial decrease in both the protein and mRNA levels of HINT2 compared to PBS‐treated cells (Figure 1K,L). These findings strongly suggest that HINT2 may be involved in cardiac remodelling.

### 3.2 HINT2 overexpression alleviated AB‐induced cardiac remodelling in vivo

To evaluate HINT2 overexpression, immunoblot assays were conducted. Figure 2A shows a notable increase in HINT2 protein expression in TG mouse hearts compared to NTG mice. In AB group, TG mice exhibited a significant decrease in cardiac enlargement compared to NTG mice, as indicated by reduced normalized HW/BW and HW/TL (Figure 2B,C).

**FIGURE 2:**
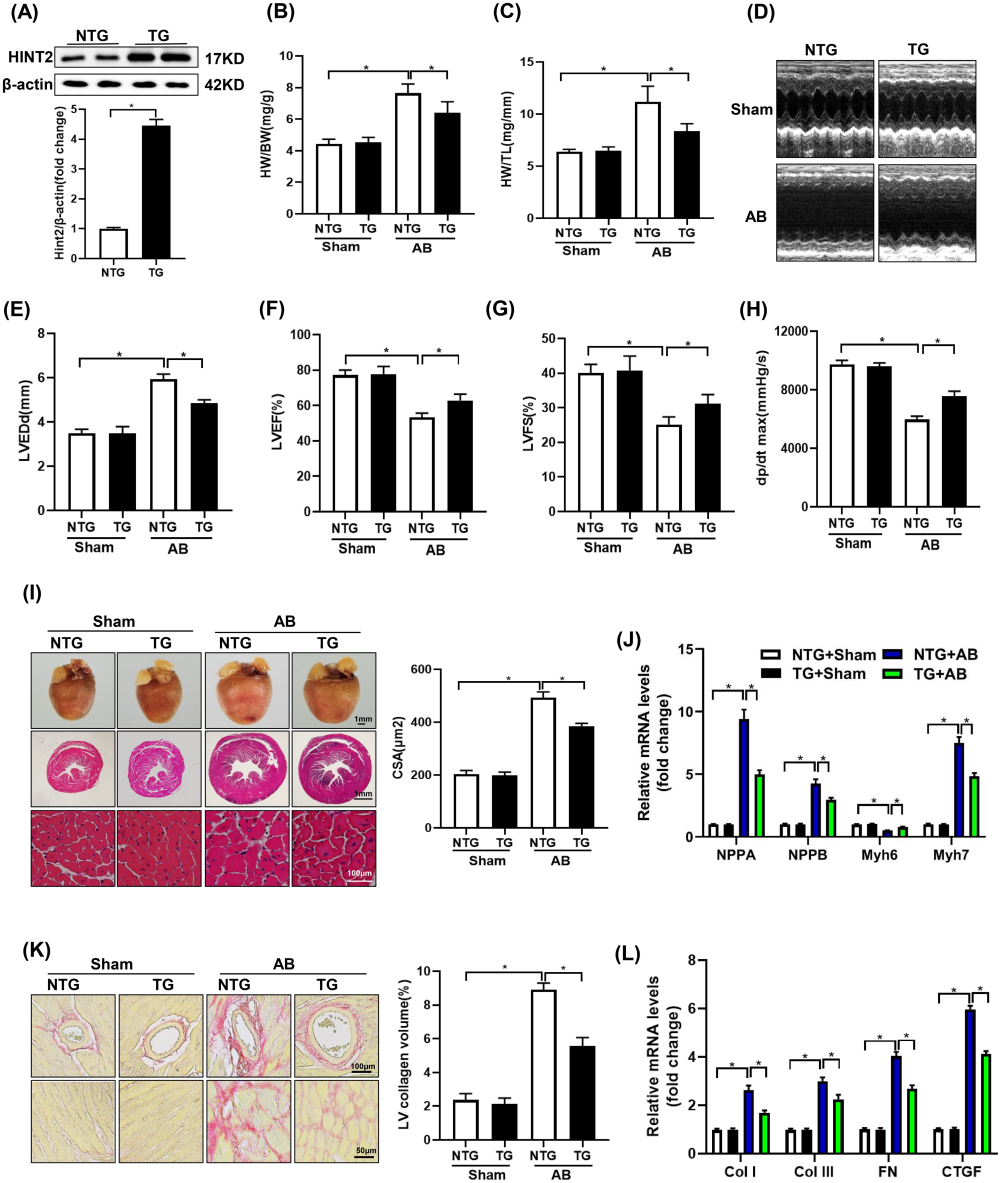
Cardiac specific overexpression of histidine triad nucleotide‐binding protein 2 (HINT2) attenuated AB‐induced cardiac remodelling in vivo. (A) Representative western blots (upper) and quantitative results (blow) of HINT2 expression in NTG and TG mice (*n* = 6, *p < 0.05). (B, C) Comparison of heart weight to body weight ratio (HW/BW), heart weight to tibia length ratio (HW/TL) between NTG and TG mice at 4 weeks after sham or AB surgery (*n* = 12, *p < 0.05). (D) Representative M echocardiographic pictures. (E–H) Echocardiographic and pressure volume loop assessments of LVEDd, LVEF, LVFS and dp/dt max between the indicated groups (*n* = 12, *p < 0.05). (I) Left, representative images of gross hearts, HE staining of heart sections in the indicated groups (*n* = 3). Right, morphometric results for the cross‐sectional area (CSA) of cardiomyocytes in the indicated groups (*n* ≥ 100 cells per group, *p < 0.05). (J) mRNA levels of the hypertrophic markers in each group (*n* = 6, *p < 0.05). (K) Left, representative images of PSR staining at 4 weeks after sham or AB surgery (*n* = 3). Right, quantitative results pertaining to LV collagen volumes in the indicated groups (*n* ≥ 40 fields per group, *p < 0.05). (L) Transcription levels of the fibrotic marker Col I, Col III, FN and CTGF in each group (*n* = 6, *p < 0.05). LVEDd, LV end‐diastolic diameter; LVEF, left ventricular ejection fraction; LVFS, left ventricular fraction shortening; PSR, picrosirius red staining.

The echocardiographic analysis of cardiac function revealed that HINT2 overexpression attenuated AB‐induced cardiac dysfunction. This was demonstrated by an increase in the LVEF and LVFS, in addition to the increase in dp/dt max and a decrease in LVEDd (Figure 2D–H).

TG mice showed reduced cardiac remodelling post‐AB compared to NTG mice, evidenced by decreased CSA (Figure 2I), less LV collagen deposition (Figure 2K), and decreased expression of hypertrophic markers like ANP, BNP, and βMHC, along with increased αMHC expression (Figure 2J, Figure S2A,B). Additionally, TG mice exhibited notably reduced expression of fibrosis markers like Col I, Col III, FN, and CTGF compared to NTG mice following AB surgery (Figure 2L, Figure S2A,B).

Furthermore, TUNEL was conducted to evaluate AB‐induced cell apoptosis. A notably elevated percentage of TUNEL‐positive nuclei was detected in the AB group. Conversely, HINT2 overexpression led to a significant reduction in the percentage of TUNEL‐positive cells induced by pressure overload (Figure S2C,D). Collectively, these findings suggest that the overexpression of HINT2 confers cardiac resilience against pressure overload‐induced stress by suppressing hypertrophy and fibrosis, decreasing cardiomyocyte apoptosis.

### 3.3 HINT2 knockout potentiates AB‐induced cardiac remodelling in vivo

Western blotting confirmed cardiac‐specific HINT2 KO, showing reduced HINT2 protein levels in the hearts of KO mice compared to WT mice (Figure 3A). While baseline heart phenotypes were unaffected by HINT2 deletion, it significantly exacerbated AB‐induced cardiac hypertrophy, evidenced by increased normalized HW/BW and HW/TL (Figure 3B,C). Furthermore, cardiac function analysis revealed that HINT2 deficiency worsened AB‐induced cardiac dysfunction, leading to decreased LVEF, LVFS, dp/dtmax, and increased LVEDd (Figure 3D–H).

**FIGURE 3:**
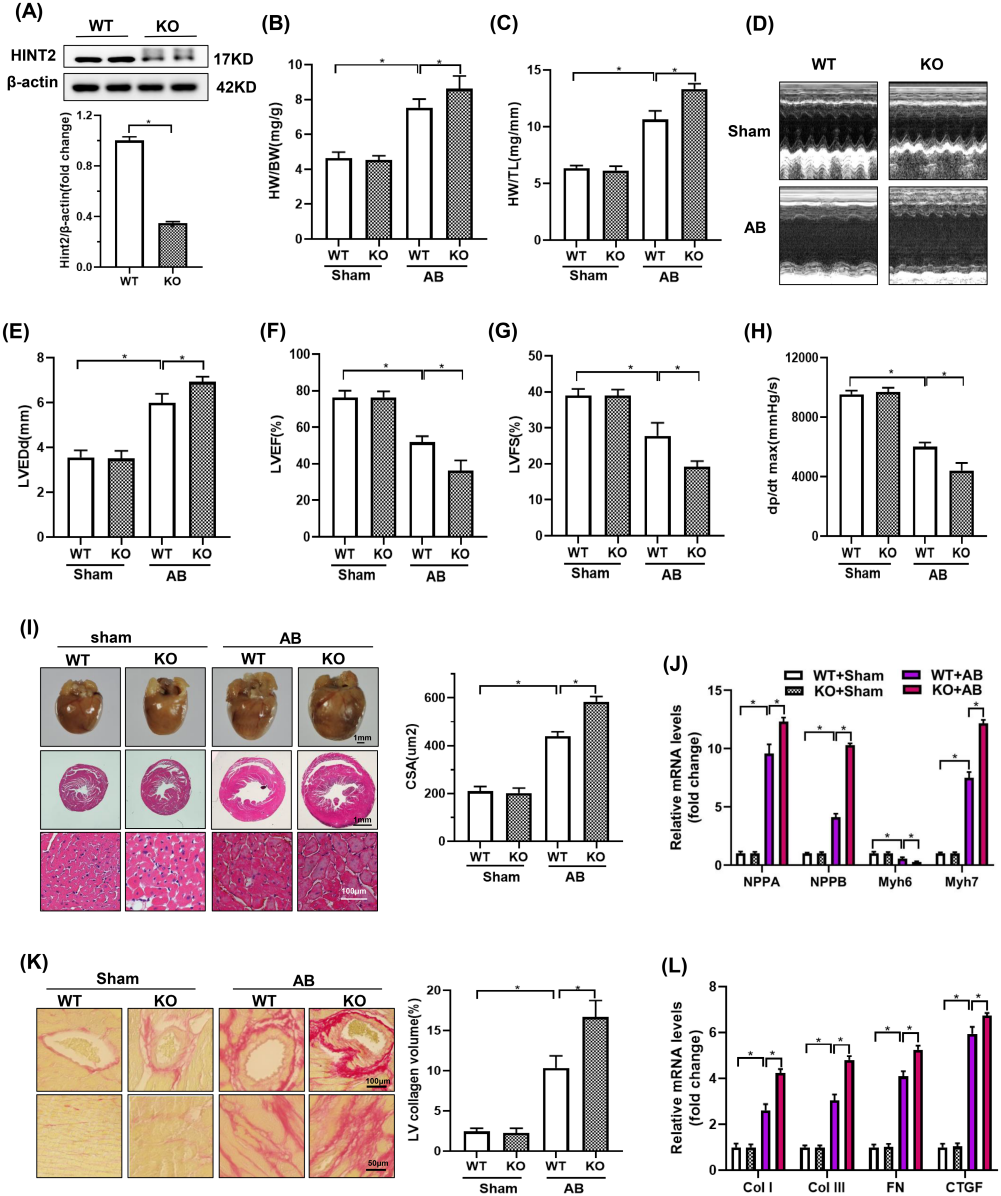
Histidine triad nucleotide‐binding protein 2 (HINT2) knockdown exacerbated AB‐induced cardiac remodelling and dysfunction. (A) HINT2 protein expression in the hearts from WT mice and KO mice (*n* = 6, *p < 0.05). (B, C) The ratio of HW/BW and HW/TL in WT and KO mice at 4 weeks after sham or AB surgery (*n* = 12, *p < 0.05). (D) Representative M echocardiographic images. (E–H) Echocardiographic and pressure volume loop assessments of LVEF, LVFS, LVEDd and dp/dt max in the indicated groups (*n* = 12, *p < 0.05). (I) Left, representative images of gross hearts, HE staining of heart sections in the indicated groups (*n* = 3). Right, quantification of the average cross‐sectional area (CSA) of cardiomyocytes in the indicated groups (*n* ≥ 100 cells per group, *p < 0.05). (J) mRNA levels of hypertrophic markers in the indicated mouse hearts (*n* = 6, *p < 0.05). (K) Left, representative images of cardiac PSR staining of the perivascular area (top; scale bar, 100 μm) and interstitial area (bottom; scale bar, 50 μm) at 4 weeks after sham or AB surgery (*n* = 6). Right, quantification of the LV collagen volume (*n* ≥ 40 fields per group, *p < 0.05). (L) Cardiac mRNA levels of fibrotic markers Col I, Col III, FN and CTGF in the indicated groups (*n* = 6, *p < 0.05). LVEDd, LV end‐diastolic diameter; LVEF, left ventricular ejection fraction; LVFS, left ventricular fraction shortening; PSR, picrosirius red staining.

H&E staining showed more severe AB‐induced pathological cardiac hypertrophy in HINT2‐KO mice compared to WT mice, characterized by enlarged cardiomyocyte CSA and increased levels of hypertrophic markers in HINT2‐KO mice (Figure 3I,J, Figure S2E,F). Additionally, PSR staining revealed more severe cardiac fibrosis in HINT2‐KO mice compared to WT mice in the AB group (Figure 3K), supported by increased expression of fibrotic markers (Figure 3L, Figure S2E,F). Additionally, a TUNEL assay was conducted to evaluate cell apoptosis. A significantly higher percentage of TUNEL‐positive nuclei was observed in the AB group. HINT2 deficiency led to a significant increase in the percentage of TUNEL‐positive cells (Figure S2G,H).

Taken together, these findings indicate that HINT2 absence exacerbates cardiac injury induced by increased cardiac pressure, amplifying both cardiac hypertrophy and fibrosis, aggravated AB‐induced cardiomyocyte apoptosis.

### 3.4 HINT2 promotes ETC complex I and respiratory function

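RNA from the left ventricle of 3 TG mice and 3 NTG mice, taken 4 weeks after AB, was sequenced as poly-A selected libraries with 1 library per heart. TG mice carry a human HINT2 sequence behind a CAG promoter and a floxed stop signal, which tamoxifen-activated Cre removes in cardiomyocytes (Figure S1A), and NTG mice are their non-transgenic controls. The methods head this experiment as a microarray, while the steps they list and the deposited values are those of RNA-seq. The authors cleaned the reads, mapped them to a reference genome, counted the reads on each gene with featureCounts and deposited these counts without normalization. The paper's text does not name the aligner, the genome build, the strand setting or the handling of reads that map to several places, so genes with near-identical copies and genes that overlap others are less certain. Of the 54532 genes in the table, 54495 are in GENCODE mouse release 21 (GRCm38), and 98.3% of these have identical coordinates there, so positions are given on GRCm38. The libraries labelled NTG 1, NTG 2 and NTG 3 held 14863568, 17581220 and 16785031 counts on genes, and those labelled TG 1, TG 2 and TG 3 held 14944465, 17235802 and 16807806. From these counts, TMM-normalized CPM, which are counts scaled to a common library size, were computed, and TG was compared with NTG by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 14774 genes that edgeR's filterByExpr kept for having enough counts in at least 3 libraries. No pair of libraries differed by less than the sampling noise, with a chi-square per gene between 15.9 for TG 1 and TG 3 and 135 for NTG 2 and TG 3, so each library was counted as 1 replicate. Neither the labels nor the paper give a sequencing batch.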

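The targeted gene was read first in each library. Mouse Hint2 (ENSMUSG00000028470) is a protein-coding gene on the minus strand of chromosome 4, from 43654227 to 43656466. Because the transgene is human, its reads enter the count of the mouse gene only as far as they align to it. Hint2 had 793, 828 and 859 counts in TG 1, TG 2 and TG 3, and 545 and 559 counts in NTG 2 and NTG 3. The library labelled NTG 1 had 12 counts. In CPM, Hint2 was 52.4 ± 5.09 (SD, n = 3) in TG hearts and 20.7 ± 17.3 (SD, n = 3) in NTG hearts. Each TG library lay above each NTG library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was 1.33 (standard error 0.86, adjusted p = 0.434, edgeR), which is not larger than the spread between replicates by this test. Without the library labelled NTG 1 the log2 fold change was 0.77, and over the 6 fits that each left out 1 library it ranged from 0.77 to 1.79. The adjusted p without NTG 1 was 0.0212, within a range of 0.0212 to 0.689 over the alternatives. The low Hint2 count goes against the label of NTG 1, which was kept as given, and the position of this library is given beside the directions of the pathway lists.

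**Figure D1:**
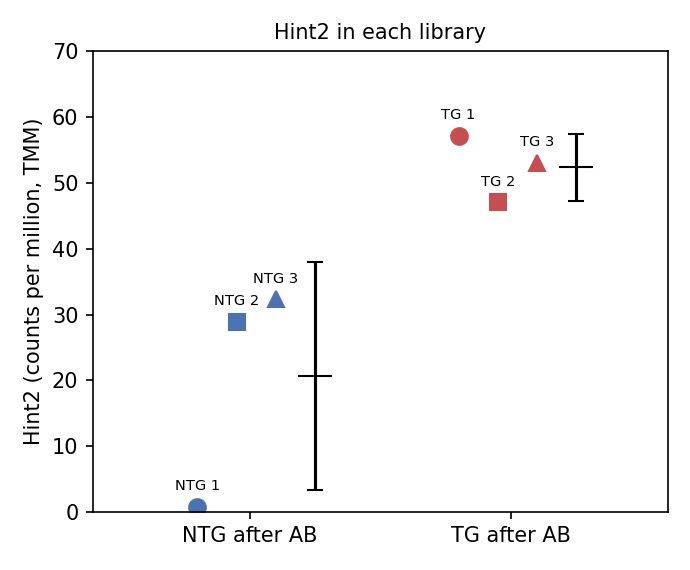
Hint2 in CPM (vertical axis) in each of the 6 libraries, NTG in blue and TG in red, with circles for replicate 1, squares for replicate 2 and triangles for replicate 3, and the black bar and error bar giving the mean ± SD of each group. The library labelled NTG 1 sits at 0.819 CPM and the other NTG libraries at 28.9 and 32.3, all under the 3 TG libraries between 47.1 and 57.2.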

To understand the protective effects of HINT2, we performed RNA‐seq assays on TG mouse hearts and NTG hearts after AB treatment. 

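At a log2 fold change over 0.5 in size and an adjusted p under 0.05 from edgeR's quasi-likelihood test, 0 genes were higher and 0 genes were lower in TG than in NTG hearts. At an unadjusted p under 0.05, 1305 genes were higher and 1442 lower, of which 672 and 889 had a log2 fold change over 0.5 in size. The smallest adjusted p was 0.196, shared by 629 genes. The libraries of the groups did not overlap for 3477 genes, or 23.5% of the genes tested, where chance gives 10%. Genes are not independent of each other, so a share above 10% is no measure of significance. The spread between replicates, as the common biological coefficient of variation, was 18.7%. The test and the library labelled NTG 1 moved these counts most. DESeq2, the tool named in the paper's methods, called 228 genes higher and 355 lower at the same thresholds on the same 14774 genes. Without NTG 1, edgeR called 404 genes higher and 432 lower. On the first principal component, which held 52.3% of the variance, NTG 1 lay at −5.1, apart from NTG 2 at 55.7 and NTG 3 at 29.3 and nearest to TG 2 at −10.7.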

We identified 225 upregulated and 351 downregulated genes in TG mice compared to NTG mice after AB treatment (Figure S3A), the criteria is |log2Fold change| >0.5 and padj <0.05. KEGG pathway analyses showed that the upregulated genes were enriched in oxidative phosphorylation, cardiac muscle contraction, and citrate cycle pathway (Figure 4A), while downregulated genes were enriched in ECM‐receptor interaction, malaria, and focal adhesion pathway (Figure S4B). 

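Gene lists for these pathways were written from recalled pathway membership and not taken from a KEGG release. Each list was compared with all other genes tested by edgeR's camera, two-sided, with a preset inter-gene correlation of 0.01 and adjustment over the 9 lists tested in this experiment. All 81 oxidative phosphorylation genes tested were higher in TG than in NTG hearts, with a median log2 fold change of 0.42 (adjusted p = 2.85e-27). The list holds nuclear-encoded subunits of complexes I to V and no mitochondrially encoded gene. It includes the 37 complex I subunits tested below, and its other 44 genes had a median of 0.39. Of the 64 cardiac muscle contraction genes, 48 were higher, with a median of 0.28 (adjusted p = 1.17e-06), or 0.18 without NTG 2. This list shares 22 genes with oxidative phosphorylation, and its 40 genes outside the respiratory chain had a median of 0.14. Of the 27 citrate cycle genes, 25 were higher, with a median of 0.31 (adjusted p = 3.69e-07), or 0.20 without NTG 2. In the other direction, 47 of 74 ECM-receptor interaction genes were lower in TG hearts, with a median of −0.22 (adjusted p = 0.00207), or −0.34 without TG 2 and −0.10 without TG 3. The malaria list had 33 of 41 genes lower and a median of −0.52 (adjusted p = 1.17e-06), which was −0.11 without NTG 2. The focal adhesion list, which shares 58 genes with ECM-receptor interaction, had 112 of 183 genes lower and a median of −0.066 (adjusted p = 0.0457), or −0.12 without NTG 1 and −0.11 without TG 2. With the length offset it was −0.027 (adjusted p = 0.144), and over the alternatives its adjusted p ran from 0.00185 to 0.431. With scaling by library size alone it was −0.15, while the median of all genes tested moved to −0.093. Under fry, or under camera with an estimated correlation, none of the 9 lists passed an adjusted p of 0.05, with 0.154 to 0.227 for fry and 0.312 to 0.431 for the estimated correlation. The estimated correlations ran from 0.076 for focal adhesion to 0.895 for complex I subunits, all above the preset 0.01.

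No gene of these lists passed the adjustment over all genes tested. At an unadjusted p under 0.05 there were 47 oxidative phosphorylation, 18 cardiac muscle contraction, 9 citrate cycle, 24 ECM-receptor interaction, 16 malaria and 42 focal adhesion genes. When adjusted over the list alone, 32 oxidative phosphorylation genes and 7 malaria genes passed, and 0 genes of the other 4 lists. Over-representation among called genes, the kind of test the paper used, was computed on the genes called by DESeq2 with all genes tested as background (one-sided Fisher's exact test, adjusted over the 9 lists). It gave 23 oxidative phosphorylation genes against 1.25 expected (adjusted p = 2.75e-22), 5 cardiac muscle contraction genes against 0.988 (adjusted p = 0.00392) and 2 citrate cycle genes against 0.417 (adjusted p = 0.0728). Among genes called lower it gave 9 ECM-receptor interaction genes against 1.78 expected (adjusted p = 0.000121) and 8 malaria genes against 0.985 (adjusted p = 1.1e-05). It gave 13 focal adhesion genes against 4.4 (adjusted p = 0.000731). With single libraries left out, chosen after seeing the values, most of these lists lost their pass. Oxidative phosphorylation did so without TG 1 (2 genes, adjusted p = 0.236, Fisher's exact test). Cardiac muscle contraction did so without NTG 3, TG 1 or TG 3. ECM-receptor interaction and focal adhesion did so without NTG 2, TG 1 or TG 3, while malaria passed each time.

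The genes with the smallest unadjusted p in cardiac muscle contraction were Uqcr11, Uqcrq and Cox5b, all respiratory chain genes, with log2 fold changes of 0.89, 0.72 and 0.58. In the citrate cycle they were Sdhb, Idh3b and Fh1, at 0.57, 0.52 and 0.53. Spp1, Itgb5 and Comp came first in both ECM-receptor interaction and focal adhesion, at −2.41, −0.85 and −2.62. In the malaria list, Hbb-bs and Hba-a1 came before Comp, at −1.20 and −1.02, and share reads with near-identical haemoglobin copies. By the mean of a list in each library, the library labelled NTG 1 lay with TG 2 for oxidative phosphorylation, at 0.0080 and 0.020 on the log2 scale around the mean of the 6 libraries, and NTG 2 lay lowest at −0.46. NTG 1 lay past TG 2, against the direction of the groups, for cardiac muscle contraction (NTG 1 at 0.041 and TG 2 at 0.040), the citrate cycle (0.054 and 0.013), ECM-receptor interaction (0.024 and 0.15) and focal adhesion (0.027 and 0.060). For malaria, NTG 1 at −0.18 lay under TG 3 at −0.11, and NTG 2 lay highest at 0.80.

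**Figure D2:**
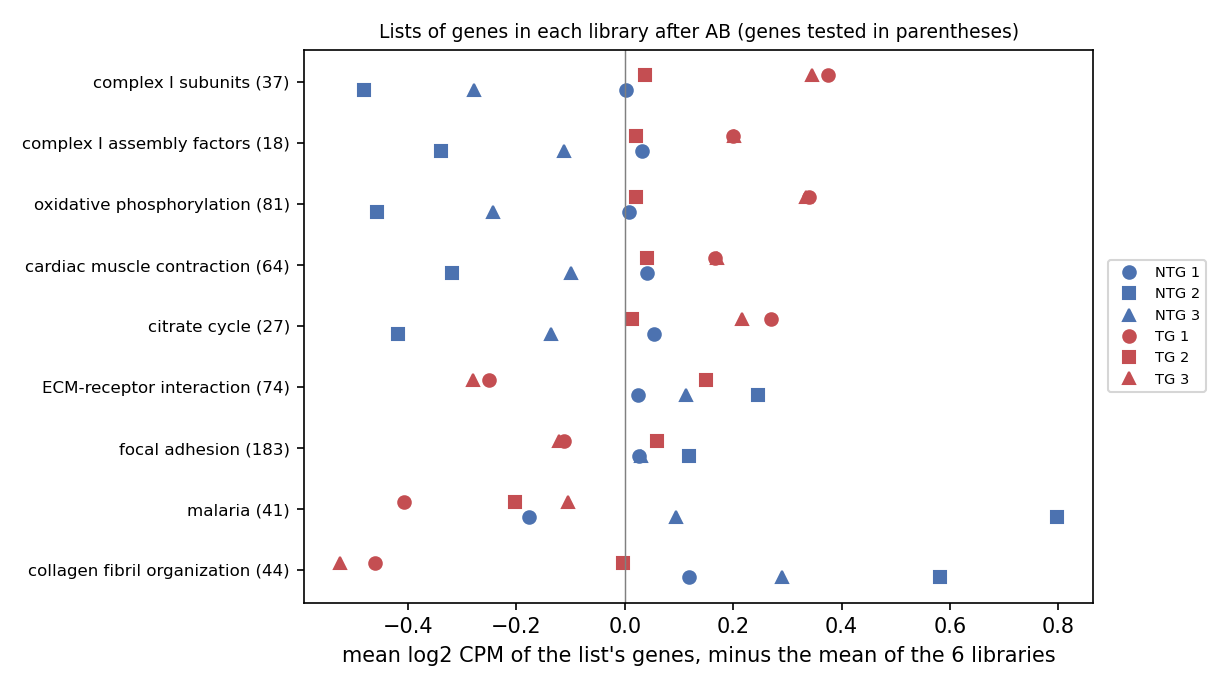
Mean log2 CPM of the genes of each of the 9 lists in each library minus the mean of the 6 libraries (horizontal axis), NTG in blue and TG in red, with circles for replicate 1, squares for replicate 2 and triangles for replicate 3, and the number of genes tested in parentheses. NTG 2 lies farthest from 0 among the NTG libraries in each list, and in oxidative phosphorylation it sits at −0.46 while TG 1 and TG 3 sit at 0.34 and 0.34.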

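Of 19 complex I assembly factors listed from memory of the gene names, 18 had enough counts to be tested, and all 18 were higher in TG than in NTG hearts. Their median log2 fold change was 0.26 (camera, adjusted p = 2.11e-05), and 0.17 without NTG 2. With the estimated inter-gene correlation of 0.61, camera gave an adjusted p of 0.312 for these factors, and fry gave 0.154. At an unadjusted p under 0.05 there were 5, of which 1 passed when adjusted over the list alone and 0 when adjusted over all genes tested. DESeq2 called 1 of them higher, against 0.278 expected (one-sided Fisher's exact test, adjusted p = 0.244). That gene was Ndufaf8 (ENSMUSG00000078572), on the plus strand of chromosome 11 from 120098928 to 120100705. Its level was 34.6 ± 0.168 CPM (SD, n = 3) in TG hearts and 23.0 ± 3.86 CPM (SD, n = 3) in NTG hearts. Its log2 fold change was 0.59 (standard error 0.13, adjusted p = 0.196 with edgeR and 0.0174 with DESeq2). Ecsit and Foxred1, next by p, had log2 fold changes of 0.47 and 0.39. In the mean of the list the library labelled NTG 1, at 0.032 around the mean of the 6 libraries, lay above TG 2 at 0.020. The subunits of the other complexes moved the same way, with each gene tested higher in TG hearts. Median log2 fold changes were 0.40 for 4 genes of complex II, 0.43 for 9 of complex III, 0.40 for 14 of complex IV and 0.37 for 17 of complex V. NTG 1 lay above TG 2 in the means of complexes II, III and IV, and below it in that of complex V.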

GO analyses of upregulated genes indicated prominent processes related to cellular respiration and assembly of mitochondrial respiratory chain complexe I (Figure 4B), with molecular functions associated with NADH activities. Conversely, downregulated genes were associated with extracellular matrix organization and collagen fibril organization pathway (Figure S4C). 

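The collagen fibril organization list, written from recalled membership and not from a GO release, had 44 of 47 genes with enough counts to be tested, and 35 of these were lower in TG than in NTG hearts. The median log2 fold change was −0.57 (camera, adjusted p = 1.01e-11). With the estimated inter-gene correlation of 0.306, camera gave an adjusted p of 0.312 for this list, and fry gave 0.154. Left out in turn, the libraries gave medians from −0.73 without NTG 1 to −0.40 without NTG 2. At an unadjusted p under 0.05 there were 26 genes, of which 19 passed when adjusted over the list alone and 0 when adjusted over all genes tested. DESeq2 called 17 of them lower, against 1.06 expected (one-sided Fisher's exact test, adjusted p = 2.32e-16). Lox (ENSMUSG00000024529), which encodes a collagen-crosslinking lysyl oxidase, lies on the minus strand of chromosome 18 from 52516069 to 52529867. Its level was 27.6 ± 13.7 CPM (SD, n = 3) in TG hearts and 302 ± 272 CPM (SD, n = 3) in NTG hearts, where NTG 2 alone had 614 CPM. The log2 fold change of Lox was −3.45 (standard error 0.74, adjusted p = 0.196, edgeR). Sfrp2 and Loxl3 had log2 fold changes of −2.03 and −2.06. In the mean of the list, the library labelled NTG 1 lay above the 3 TG libraries, at 0.12 around the mean of the 6 libraries.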

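All 37 nuclear-encoded subunits of ETC complex I, the NADH dehydrogenase of the respiratory chain, were tested, and each had a higher fitted level in TG than in NTG hearts. The median log2 fold change was 0.49 (camera, adjusted p = 1.28e-21), and the 6 fits that each left out 1 library gave medians from 0.38 to 0.60. At an unadjusted p under 0.05 there were 29 subunits, of which 25 passed when adjusted over the list alone and 0 when adjusted over all genes tested. DESeq2 called 15 of them higher, against 0.571 expected (one-sided Fisher's exact test, adjusted p = 1.32e-17). In a fit added later, without TG 1, it called 2, which did not pass (adjusted p = 0.0782, Fisher's exact test). For 24 of the 37 the libraries of the groups did not overlap, where chance gives 10%. The subunits moved together across libraries, so they are not 37 separate observations and this share is no measure of significance. The library labelled NTG 1 lay above the other NTG libraries for 36 subunits and above TG 2 for 13. The smallest unadjusted p belonged to Ndufs6, Ndufa2 and Ndufa13. Ndufs6 (ENSMUSG00000021606) lies on the minus strand of chromosome 13 from 73319838 to 73328542. It measured 210 ± 27.1 CPM (SD, n = 3) in TG hearts and 103 ± 22.4 CPM (SD, n = 3) in NTG hearts, a log2 fold change of 1.04 (standard error 0.17, adjusted p = 0.196 with edgeR and 6.05e-05 with DESeq2). Ndufa2 and Ndufa13 had log2 fold changes of 0.82 and 0.66.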

A significant proportion of upregulated genes were related to mitochondrial ETC complex I subunits (Figure 4C), with the top 10 hub genes belonging to complex I subunits (Figure 4D).

**FIGURE 4:**
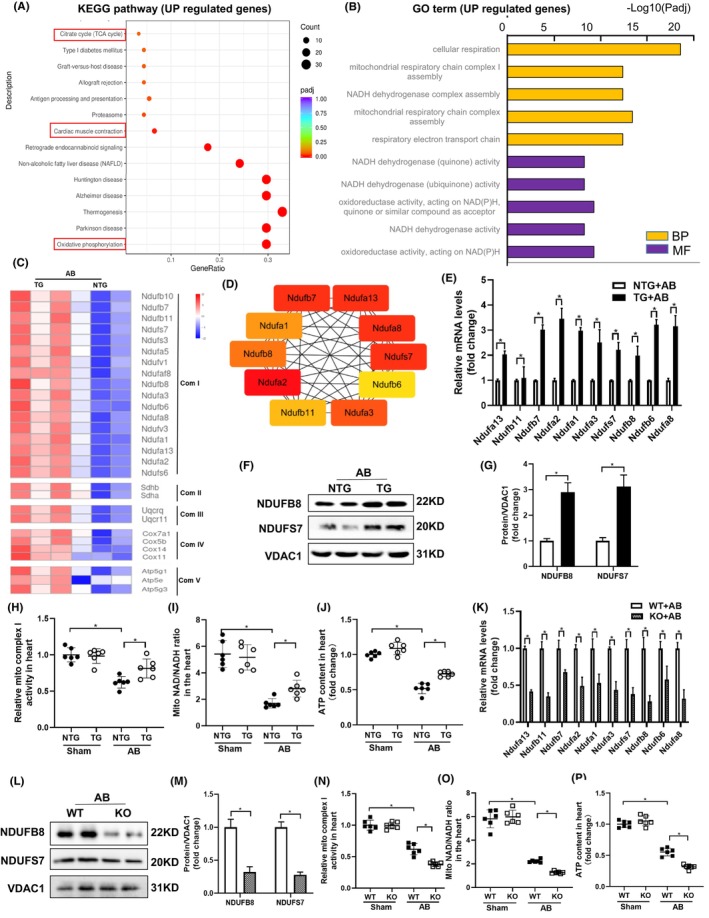
Histidine triad nucleotide‐binding protein 2 (HINT2) promotes ETC complex I and respiratory function. (A) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the upregulated genes. (B) Gene Ontology (GO) term of the upregulated genes. (C) Heat map demonstrating mean normalized expression of transcripts encoding the subunits of the mitochondrial respiratory chain. RNA‐sequencing data from NTG and TG mouse heart 4 weeks post‐AB, *n* = 3/group. Red indicated high expression, and blue indicates low expression. (D) Protein–protein interaction network showed the top 10 genes. (E) Relative mRNA expression of ETC complex I genes in the heart from NTG and TG mice 4 weeks post‐AB. Data are expressed as the fold change from NTG mice 4 weeks post‐AB (*n* = 6, *p < 0.05). (F, G) Representative western blots (F) and quantitative results (G) of NDUFB8 and NDUFS7 expression in NTG and TG mice after AB4W (*n* = 4, *p < 0.05). (H–J) Activity of ETC complexes I in cardiac mitochondria (H), the NAD+/NADH ratio (I) and ATP content in heart isolated from NTG and TG mice 4 week after sham or AB operation (J) (*n* = 6, *p < 0.05). (K) Relative mRNA expression of ETC complex I genes in the heart from KO and WT mice 4 weeks post‐AB. Data are expressed as the fold change from WT mice 4 weeks post‐AB (*n* = 6, *p < 0.05). (L, M) Representative western blots (L) and quantitative results (M) of NDUFB8 and NDUFS7 expression in KO and WT mice after AB4W (*n* = 4, *p < 0.05). (N–P) Activity of ETC complexes I in cardiac mitochondria (N), the NAD+/NADH ratio (O) and ATP content (P) in heart isolated from KO and WT mice 4 week after sham or AB operation (*n* = 6, *p < 0.05).

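The 28 genes shown in Figure 4C were all higher in TG than in NTG hearts, with log2 fold changes from 0.46 to 1.09 and a median of 0.63. For 27 of them the libraries of the groups did not overlap, and Sdha was the exception. Chance gives 10% for genes not chosen on these libraries. Each had an unadjusted p under 0.05, and 0 passed when adjusted over all genes tested, with adjusted p values between 0.196 and 0.227 from edgeR. When adjusted over the list alone, 28 passed. Neither this count nor the 27 genes without overlap is independent evidence, because the study chose these genes on these samples. DESeq2 called 26 of the 28 higher, all but Ndufb10 and Sdha. By complex, the median log2 fold change was 0.63 for the 17 genes shown under complex I, 0.53 for complex II, 0.80 for complex III, 0.65 for complex IV and 0.57 for complex V. The group of 17 holds 16 subunits and the assembly factor Ndufaf8. The 21 complex I subunits that the figure does not show had a median of 0.38, and 13 of them had an unadjusted p under 0.05. The library labelled NTG 1 lay above the other NTG libraries for 26 of the 28 genes and below all TG libraries for 27. Atp5e was low in NTG 1, at 83.4 CPM against 215 and 236 in the other NTG libraries. The 10 genes of the network in Figure 4D, Ndufa13, Ndufb11, Ndufb7, Ndufa2, Ndufa1, Ndufa3, Ndufs7, Ndufb8, Ndufb6 and Ndufa8, had log2 fold changes from 0.50 to 0.82 with a median of 0.66, and DESeq2 called all 10. After the upregulated genes had pointed to complex I, the paper measured its transcripts, proteins and activity in TG and NTG hearts (Figure 4E–J), and the title of Figure 4 states that HINT2 promotes ETC complex I and respiratory function.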

Transcriptomic results were confirmed by increased expression of NDUFs genes in TG mice compared to NTG mice 4 weeks after AB (Figure 4E). Evaluation of protein expression of mitochondrial ETC complex I confirmed that HINT2 overexpression led to increased expression of ETC complex I related proteins in AB treated group (Figure 4F,G). At 4 weeks post‐AB, TG mice showed increased activity of ETC complex I in cardiac mitochondria compared to NTG mice (Figure 4H). Accordingly, TG mice exhibited increased cardiac ATP biosynthesis and NAD+/NADH ratio compared to NTG mice 4 weeks after AB (Figure 4I,J).

To further confirm HINT2's significance in mitochondrial complex I, we investigated hearts from HINT2 KO mice after AB surgery. Results showed a notable reduction in transcriptional and protein levels of genes associated with mitochondrial complex I compared to WT mice (Figure 4K–M), along with a decline in mitochondrial function (Figure 4N–P). These findings collectively indicate that HINT2 stimulates ETC complex I activity, crucial for sustaining respiratory function, ATP generation, and balancing NAD^+^/NADH levels, essential for meeting cardiac energy demands under stress.

### 3.5 HINT2 protects against Ang‐II induced cardiomyocyte hypertrophy in vitro

We confirmed our findings through in vitro experimentation using isolated NRCMs, modulating HINT2 expression via adenovirus infection. Immunoblot assays confirmed successful HINT2 overexpression at the protein level in NRCMs (Figure 5A). Consistent with our in vivo observations, HINT2 overexpression attenuated Ang II‐induced cardiomyocyte hypertrophy, evidenced by decreased CSA (Figure 5B,C) and the mRNA and protein expression of hypertrophic markers ANP, BNP and βMHC (Figure 5D, Figure S4A,B).

**FIGURE 5:**
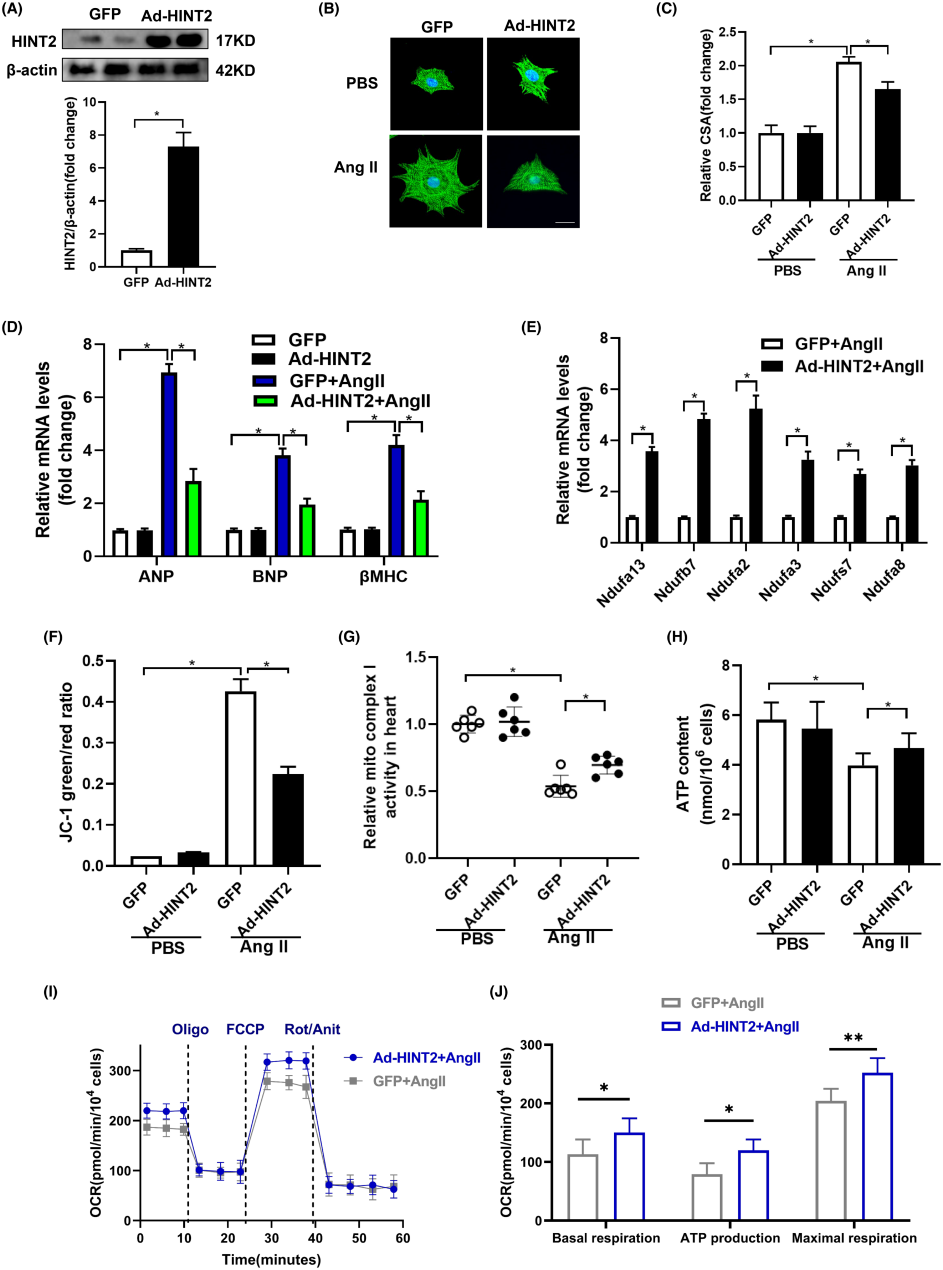
Histidine triad nucleotide‐binding protein 2 (HINT2) protects against Ang‐II induced cardiomyocyte hypertrophy in vitro. (A) Immunoblots (upper) and quantification (blow) of HINT2 protein expression after NRCMs were transfected with Ad‐GFP or Ad‐HINT2 (*n* = 6, *p < 0.05). (B, C) Representative images of α‐actin and DAPI stained NRCMs infected with GFP or Ad‐HINT2 before or being treated with phosphate‐buffered saline (PBS) or Ang II for 48 h. Scale bar, 20 μm (B). Quantification of the average cross‐sectional area (CSA) in the indicated group (C, *n* ≥ 50 cells per group, *p < 0.05). (D). mRNA levels of hypertrophic markers in the indicated groups (*n* = 6, *p < 0.05). (E) Relative mRNA expression of ETC complex I genes (*n* = 6, *p < 0.05). (F) JC‐1 detection of mitochondrial membrane potential (Δψm) (*n* = 6, *p < 0.05). (G) Activity of ETC complexes I in cardiac mitochondria in NRCMs infected with GFP or Ad‐HINT2 and treated with PBS or Ang II for 48 h (*n* = 6, *p < 0.05). (H) The content of ATP (*n* = 6, *p < 0.05). (I) In assays of mitochondrial respiration, maximum oxygen consumption rate (OCR) was measured in NRCMs cultured under Ang II or PBS for 48 h (*n* = 4, *p < 0.05). (J) Basal respiration; ATP production; Maximal respiration (*n* = 4, *p < 0.05).

Additionally, upregulation of genes associated with mitochondrial complex I was observed at the transcriptional level (Figure 5E). Preservation of Δψm was also noted in HINT2‐overexpressing NRCMs treated with Ang II, demonstrated by JC‐1 detection (Figure 5F). Moreover, HINT2 overexpression significantly impacted mitochondrial complex I activity in NRCMs exposed to Ang II (Figure 5G). ATP detection assay further revealed enhanced ATP synthesis in HINT2‐overexpressing NRCMs following Ang II treatment (Figure 5H).

We evaluated the impact of HINT2 on mitochondrial respiratory capacity by measuring the OCR (Figure 5I,J). HINT2 stimulation increased maximum OCR in NRCMs exposed to Ang II, suggesting a protective effect on mitochondrial respiration. HINT2 overexpression in NRCMs elevated basal, ATP‐linked, and maximum OCRs after Ang II treatment compared to GFP‐transfected cells. These findings demonstrate that HINT2 overexpression reduces cardiac hypertrophy‐related cell size by preserving mitochondrial respiration, ATP synthesis and MMP integrity, highlighting its crucial role in cellular well‐being during hypertrophic stress.

### 3.6 HINT2 deficiency aggravates Ang‐II induced cardiomyocyte hypertrophy in vitro

To validate our findings from HINT2‐overexpressing cells, we constructed an adenovirus to suppress HINT2 expression and introduced it into NRCMs (Figure 6A). Contrary to previous results, HINT2 knockdown resulted in increased hypertrophic markers with Ang II treatment (Figure 6B, Figure S4C,D), indicating worsened myocardial hypertrophy. Additionally, subunits associated with mitochondrial complex I showed downregulated transcriptional activity (Figure 6C). JC‐1 assay revealed decreased preservation of MMP (Figure 6D), reduced mitochondrial complex I activity (Figure 6E), decreased ATP content (Figure 6F), and weakened mitochondrial respiration capacity indicated by OCR (Figure 6G,H). These findings collectively demonstrate that HINT2 deficiency impairs mitochondrial function.

**FIGURE 6:**
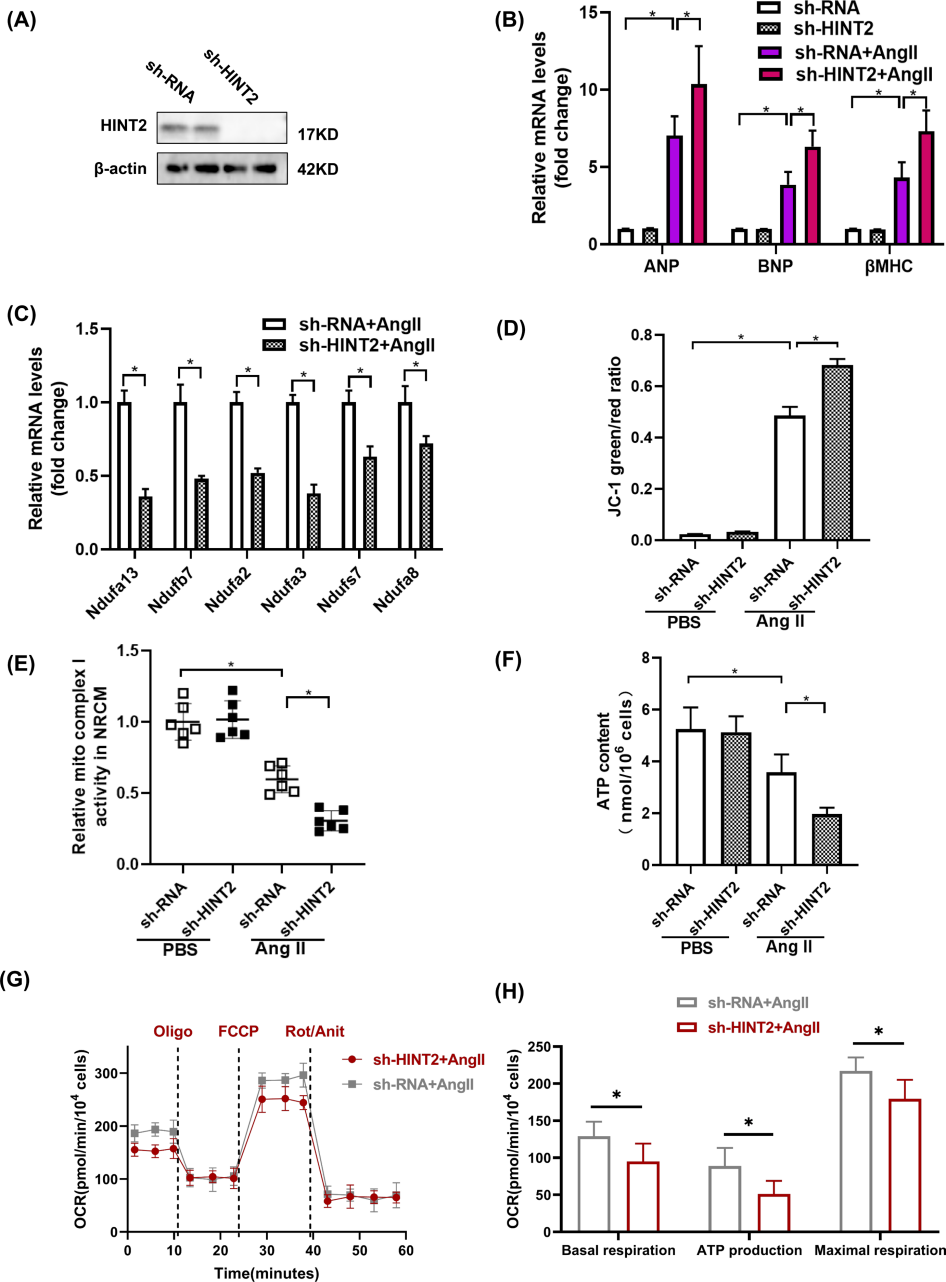
Histidine triad nucleotide‐binding protein 2 (HINT2) deficiency aggravates Ang‐II induced cardiomyocyte hypertrophy in vitro. (A) Immunoblots of HINT2 protein expression after NRCMs were transfected with sh‐RNA or sh‐HINT2 (*n* = 6, *p < 0.05). (B) mRNA levels of hypertrophic markers in the indicated groups (*n* = 6, *p < 0.05). (C) Relative mRNA expression of ETC complex I genes (*n* = 6, *p < 0.05). (D) JC‐1 detection of mitochondrial membrane potential (Δψm) (*n* = 6, *p < 0.05). (E) Activity of ETC complexes I in cardiac mitochondria in NRCMs infected with sh‐RNA or sh‐HINT2 and treated with phosphate‐buffered saline (PBS) or Ang II for 48 h (*n* = 6, *p < 0.05). (F) The production of ATP (*n* = 6, *p < 0.05). (G) Maximum oxygen consumption rate (OCR) was measured in NRCMs transfected with sh‐RNA or sh‐HINT2 and cultured under Ang II or PBS for 48 h (*n* = 4, *p < 0.05). (H) Basal respiration; ATP production; Maximal respiration (*n* = 4, *p < 0.05).

### 3.7 Mitochondrial complex I inhibition offsets the protective effect of HINT2 in vitro

We investigated the involvement of mitochondrial complex I in the cardioprotective effects mediated by HINT2. NRCMs transfected with Ad‐HINT2 were stimulated with Ang II and concurrently treated with rotenone for 48 h. Rotenone effectively attenuated mitochondrial complex I activity (Figure 7A) and reversed the anti‐hypertrophic effects of HINT2 by reducing cell surface area (Figure 7B,C). However, no notable differences were observed in mRNA levels of hypertrophic markers between cells treated with GFP + rotenone + Ang II and Ad‐HINT2 + rotenone + Ang II (Figure 7D). These findings strongly indicate that HINT2's cardioprotective effects primarily involve signalling pathways associated with mitochondrial complex I.

**FIGURE 7:**
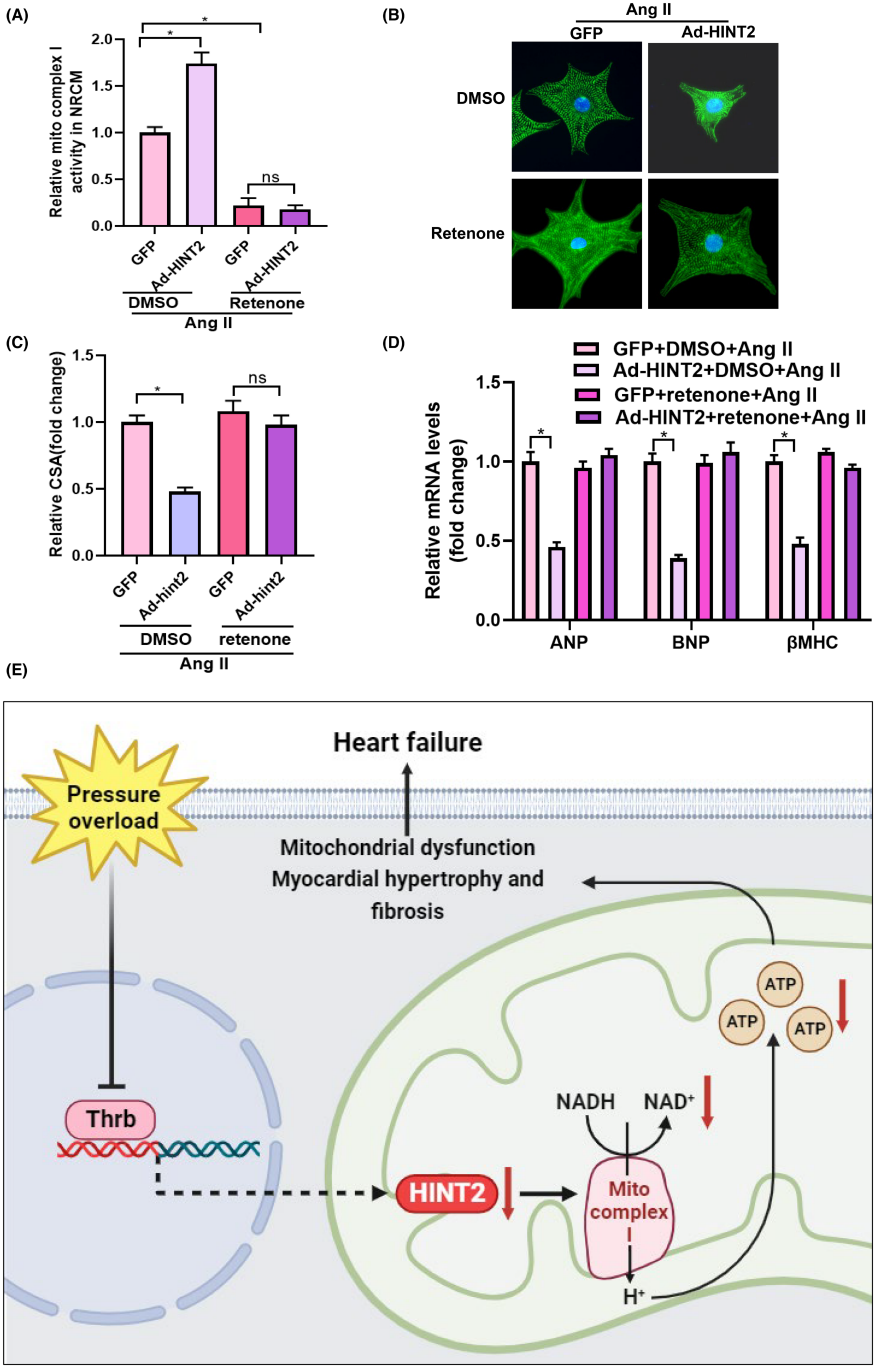
Mitochondrial complex I inhibition offset the protective effect of histidine triad nucleotide‐binding protein 2 (HINT2) in vitro. (A) The activity of mitochondrial complex I (*n* = 6, *p < 0.05). (B, C) α‐actin staining and quantitative results for the detection of the cell surface areas in the indicated groups (*n* > 50 cells per group, *p < 0.05). (D) Transcription of hypertrophic markers in the indicated groups (*n* = 6, *p < 0.05). (E) Schematic images for the regulatory mechanism of HINT2 on pathological cardiac remodelling.

### 3.8 THRB might bind to transcription promoter of HINT2 and regulate its transcription

Finally, we identified the upstream regulator of HINT2. Utilizing FIMO, Jaspar and GeneCards databases, we identified 11 potential transcription factors for HINT2 (Figure S5A). After reviewing literature^27^, ^28^, ^29^ and online sources, we focused on the THRB factor. Correlations between THRB and HINT2 were analysed in GEPIA database samples, indicating a significant correlation (Figure S5B). mRNA expression of THRB and HINT2 was evaluated using GSE198926 microarray dataset, showing a correlation in both TAC and sham mice (Figure S5C). This suggests THRB may regulate HINT2 transcriptionally. Further analysis of HINT2 promoter region using Jaspar database identified potential binding sites for HINT2 and THRB (Figure S5D,E), suggesting THRB as a possible transcription factor for HINT2.

## 4 DISCUSSION

The findings of the current study demonstrated a decrease in HINT2 levels in cardiac remodelling. The overexpression of HINT2 alleviated cardiac function and maintained mitochondrial function following AB. HINT2 enhances the transcription of the NDUF gene, which in turn increases the activity of mitochondrial complex I, oxidative phosphorylation, and ATP synthesis (Figure 7E). Our study findings suggest that HINT2 could potentially serve as a potential therapeutic target for individuals suffering from HF.

Currently, it is known that HINT2 plays a significant role in ischemic heart diseases. Fan et al. discovered that HINT2 expression decreases in failing heart tissues and hypoxic cardiomyocytes, indicating a role in stress response. Overexpression of HINT2 in mice improves post‐myocardial infarction (MI) heart function and preserves MMP and respiration in hypoxic cardiomyocytes.^14^ Li et al. found that HINT2‐deficient mice exhibit increased oxidative stress during myocardial ischemia, which worsens myocardial dysfunction.^15^ Additionally, Li et al. demonstrated that HINT2 interacts with the mitochondrial calcium uniporter, preventing excessive calcium accumulation in mitochondria, mitochondrial fragmentation and apoptosis pathway activation.^11^ These findings suggested that HINT2 plays a crucial role in mitigating the adverse effects of myocardial ischemia on heart function by reducing apoptosis, preserving MMP and enhancing mitochondrial respiration. Our study in pressure‐overload induced HF in mice demonstrated the following: (1) Decreased HINT2 expression in failing hearts, indicating its role in cardiac remodelling and stress response; (2) Protective effects of HINT2, evidenced by improved heart function and reduced damage markers with HINT2 overexpression, and intensified cardiac dysfunction with HINT2 deficiency. We all highlight the significant role of HINT2 in cardiac protection. However, we have proposed a new hypothesis regarding the protective mechanism of HINT2 in the heart. HINT2 may protect against pressure overload‐induced myocardial hypertrophy by regulating the mitochondrial complex I pathway.

Mitochondrial complex I, is the largest complex in the ETC, serving as a redox‐driven proton pump critical for oxidative phosphorylation and aerobic respiration.^30^ The catalytic core of complex I, comprises essential NDUF subunits facilitating electron transfer from NADH to ubiquinone, crucial for oxidative phosphorylation and mitochondrial energy production.^31^, ^32^ Prior research links cardiac hypertrophy pathophysiology to dysfunctional complex I. Mitochondrial dysfunction, particularly involving complex I and II activity, plays a significant role in ventricular hypertrophy, heart failure and cardiac dysfunction. Mitochondrial dysfunction is associated with altered mitochondrial morphology, apoptosis initiation and cardiomyocyte loss, contributing to ventricular decompensation and the development of heart failure.^33^, ^34^, ^35^ In clinical studies, a connection has been established between hypertrophic cardiomyopathy and mutations found in the NDUFS2 and NDUFV2 genes in patients undergoing clinic‐treatment.^36^ In addition, progressive cardiomyopathy development is associated with heteroplasmic alterations in the mitochondrial NADH dehydrogenase 5 gene.^37^ Mutations in the NDUFS6 gene cause severe complex I deficit and neonatal mortality in humans.^38^ A missense variant in the NDUFAF1 subunit is linked to fatal infantile hypertrophic cardiomyopathy due to complex I mis‐assembly.^39^

Many researchers have explored the mechanisms by which mitochondrial complex I regulates myocardial remodelling. Conditional cardiac NDUFS4 deletion mice under excessive cardiac pressure experienced increased cardiac dysfunction and HF compared to WT mice, along with reduced sirtuin 3 activity and NAD+/NADH ratio.^40^ Selective NDUFS4 gene deletion in the heart reduces complex I activity by 50%, leading to severe hypertrophic cardiomyopathy. This disruption of complex I alone is sufficient to cause myocardial dysfunction, independent of ROS‐dependent pathways, highlighting its pivotal role in bioenergetic processes.^41^ Our study findings indicate: (1) HINT2 overexpression led to increased expression and activity of ETC complex I in cardiac mitochondria; (2) HINT2 KO mice showed a reduction in transcriptional and protein levels of NDUF genes associated with mitochondrial complex I, leading to a decline in mitochondrial function.

HINT2 positively regulates the process of oxidative phosphorylation in liver cells and interacts with glucose‐regulated protein 75 (GRP75).^42^ GRP75 binds to cytochrome c oxidase subunit 4, aiding in respiratory chain supercomplex formation. HINT2 deficiency alters mitochondrial protein acetylation, impairing mitochondrial function in mice and affecting respiration and lipid metabolism.^43^ These reports demonstrate the direct targets of HINT2 in regulating mitochondrial function and provided valuable insights. In the future, we will continue researching the downstream targets of HINT2 in the heart. We utilized databases to predict THRB as a potential initiator of the HINT2 transcription program. THRB is widely expressed in cardiac tissues and plays a key role in cardiac disorders.^27^ Reports indicate THRB's regulation of genes linked to myocardial hypertrophy, including Myh6, Adrb1 and Atp2a2,^28^, ^29^ highlighting its role in myocardial remodelling and explaining the downregulation of HINT2 expression. In the future, we plan to conduct experiments to confirm the regulatory effect of THRB on HINT2, further enhancing our understanding of HINT2 and clarifying its upstream and downstream regulatory networks.

Repairing mitochondrial complex I improves cardiac function in HF. Complex I activity is linked to the NAD+/NADH ratio, where NAD+ is the main substrate. Clinical studies show that supplementing NAD+ has a protective effect. For example, nicotinamide riboside, a NAD+ precursor, enhances cardiac function in DCM by increasing NAD+ levels in the failing heart.^44^ Increasing NDUFS1 expression alleviated the diminished activity of complex I and impaired mitochondrial respiratory function post‐MI. Cardiac‐specific NDUFS1 overexpression enhances cardiac function by reducing apoptosis and mitochondrial dysfunction in MI.^45^ These studies suggest that targeting HINT2 may be a viable approach to design therapies aimed at improving mitochondrial function, thereby potentially delaying or even reversing myocardial hypertrophy.

Furthermore, we found that HINT2 enhances AMPKα expression and mitophagy‐related genes, suggesting a potential link between HINT2 and non‐mitochondrial pathways. We will continue to expand this finding in our future work.

To conclude, our study demonstrates that HINT2 preserves heart function and oxidative phosphorylation during pressure overload‐induced cardiac remodelling by maintaining mitochondrial complex I. This suggests that genetics‐based therapy targeting HINT2 could slow the progression of HF by improving the oxidative phosphorylation pathway. Therefore, HINT2 holds promise as a therapeutic agent for cardiac remodelling.

## AUTHOR CONTRIBUTIONS

**Nan Zhang:** Conceptualization (equal); formal analysis (equal); writing – original draft (equal); writing – review and editing (equal). **Zi‐Ying Zhou:** Formal analysis (equal); investigation (lead); methodology (lead); writing – original draft (equal); writing – review and editing (lead). **Yan‐Yan Meng:** Funding acquisition (supporting); project administration (lead); writing – review and editing (supporting). **Hai‐Han Liao:** Conceptualization (equal); data curation (lead); writing – review and editing (supporting). **Shan‐Qi Mou:** Validation (equal); writing – review and editing (supporting). **Zheng Lin:** Validation (equal); writing – review and editing (supporting). **Han Yan:** Investigation (supporting); writing – review and editing (supporting). **Si Chen:** Validation (equal); writing – review and editing (supporting). **Qi‐Zhu Tang:** Funding acquisition (lead); resources (lead); supervision (lead); writing – review and editing (supporting).

## FUNDING INFORMATION

This research was funded by grants from the Regional Innovation and Development Joint Fund of National Natural Science Foundation of China (U22A20269), National Natural Science Foundation of China (82100256) and The Fundamental Research Funds for the Central Universities (2042023kf0045).

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

Figure S1.

Table S1.

## Data Availability

The data used to support the findings of this study are available from the corresponding authors upon request.

# Supplementary material for: HINT2 protects against pressure overload‐induced cardiac remodelling through mitochondrial pathways
**Source:** J Cell Mol Med. 2024 Mar 28;28(8):e18276. doi: 10.1111/jcmm.18276
**Supplement:** Supplementary file 1 — Figure S1.

Figure S1

(A)

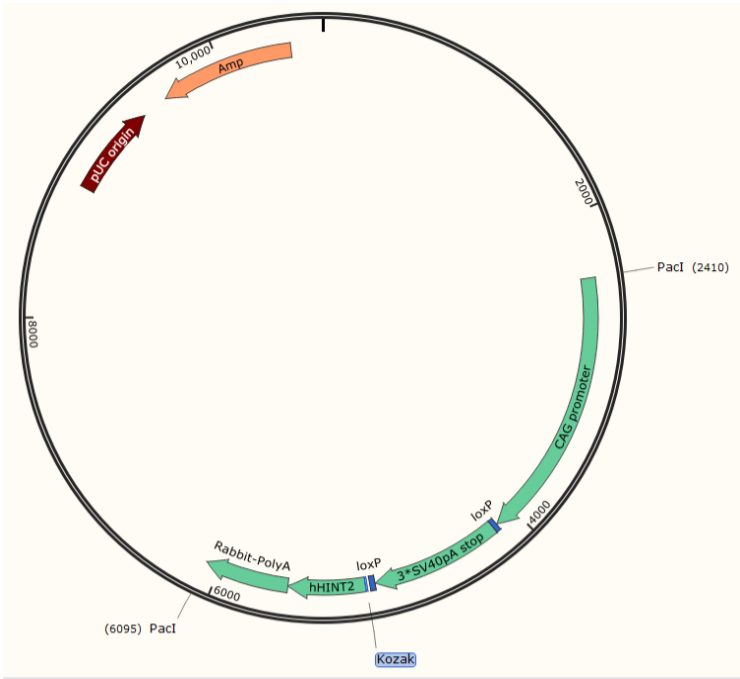

(B)

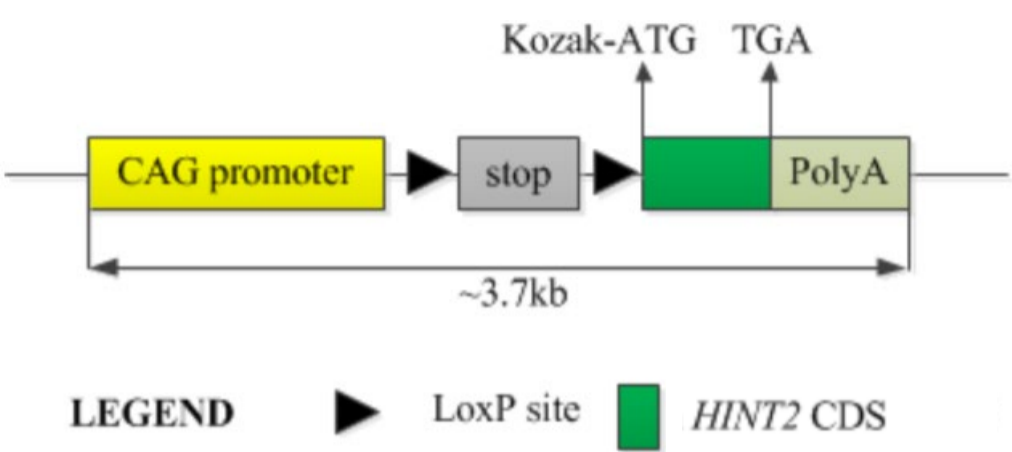

(C)

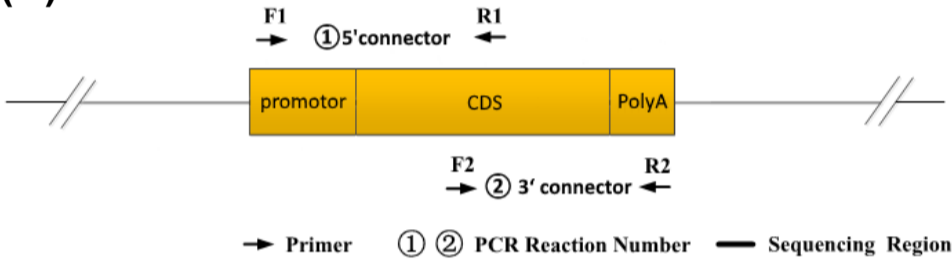

| PCR          |    | Sequence                   |
|--------------|----|----------------------------|
| ①5'connector | F1 | CCGGAACCATAACTTCGTATAGCATA |
|              | R1 | CAGCCTGGCTAATCCGAGGAAT     |
| ②3'connector | F1 | TGAGGACCAGCAGTGTCTTGTGTT   |
|              | R1 | AGCCTGCACCTGAGGAGTTCAA     |
| ③Reference   |    | CTAGGCCACAGAATTGAAAGATCT   |
|              |    | GTAGGTGGAAATTCTAGCATCATCC  |

(D)

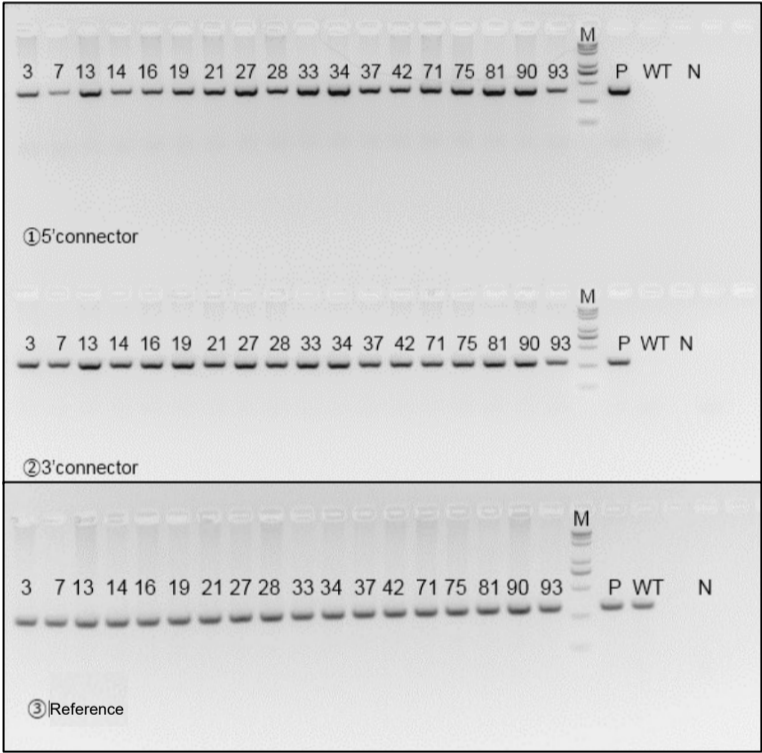

(E)

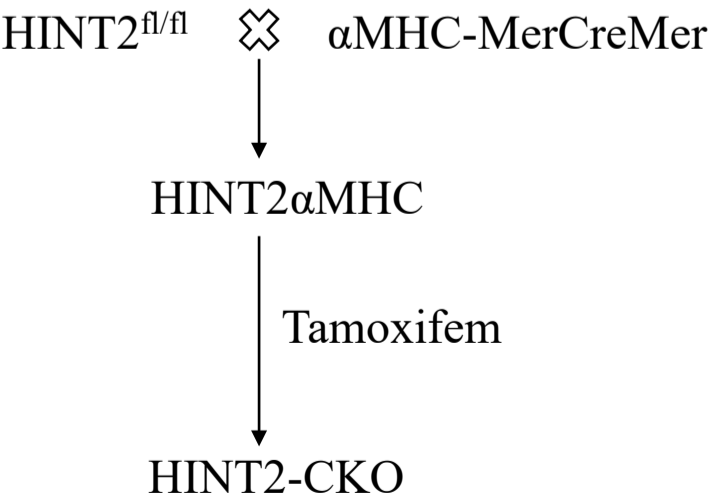

(F)

| Primer | Sequence (5'-3')     |
|--------|----------------------|
| F1     | CACCTCTGCCTCTGCCCTCT |
| R1     | TCCATTCTCCGTCCAAGC   |

(G)

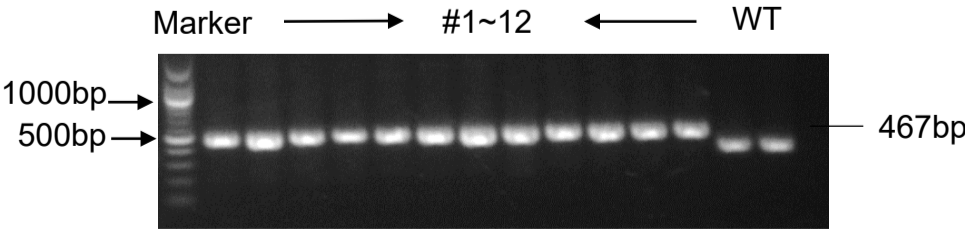

**Figure S2**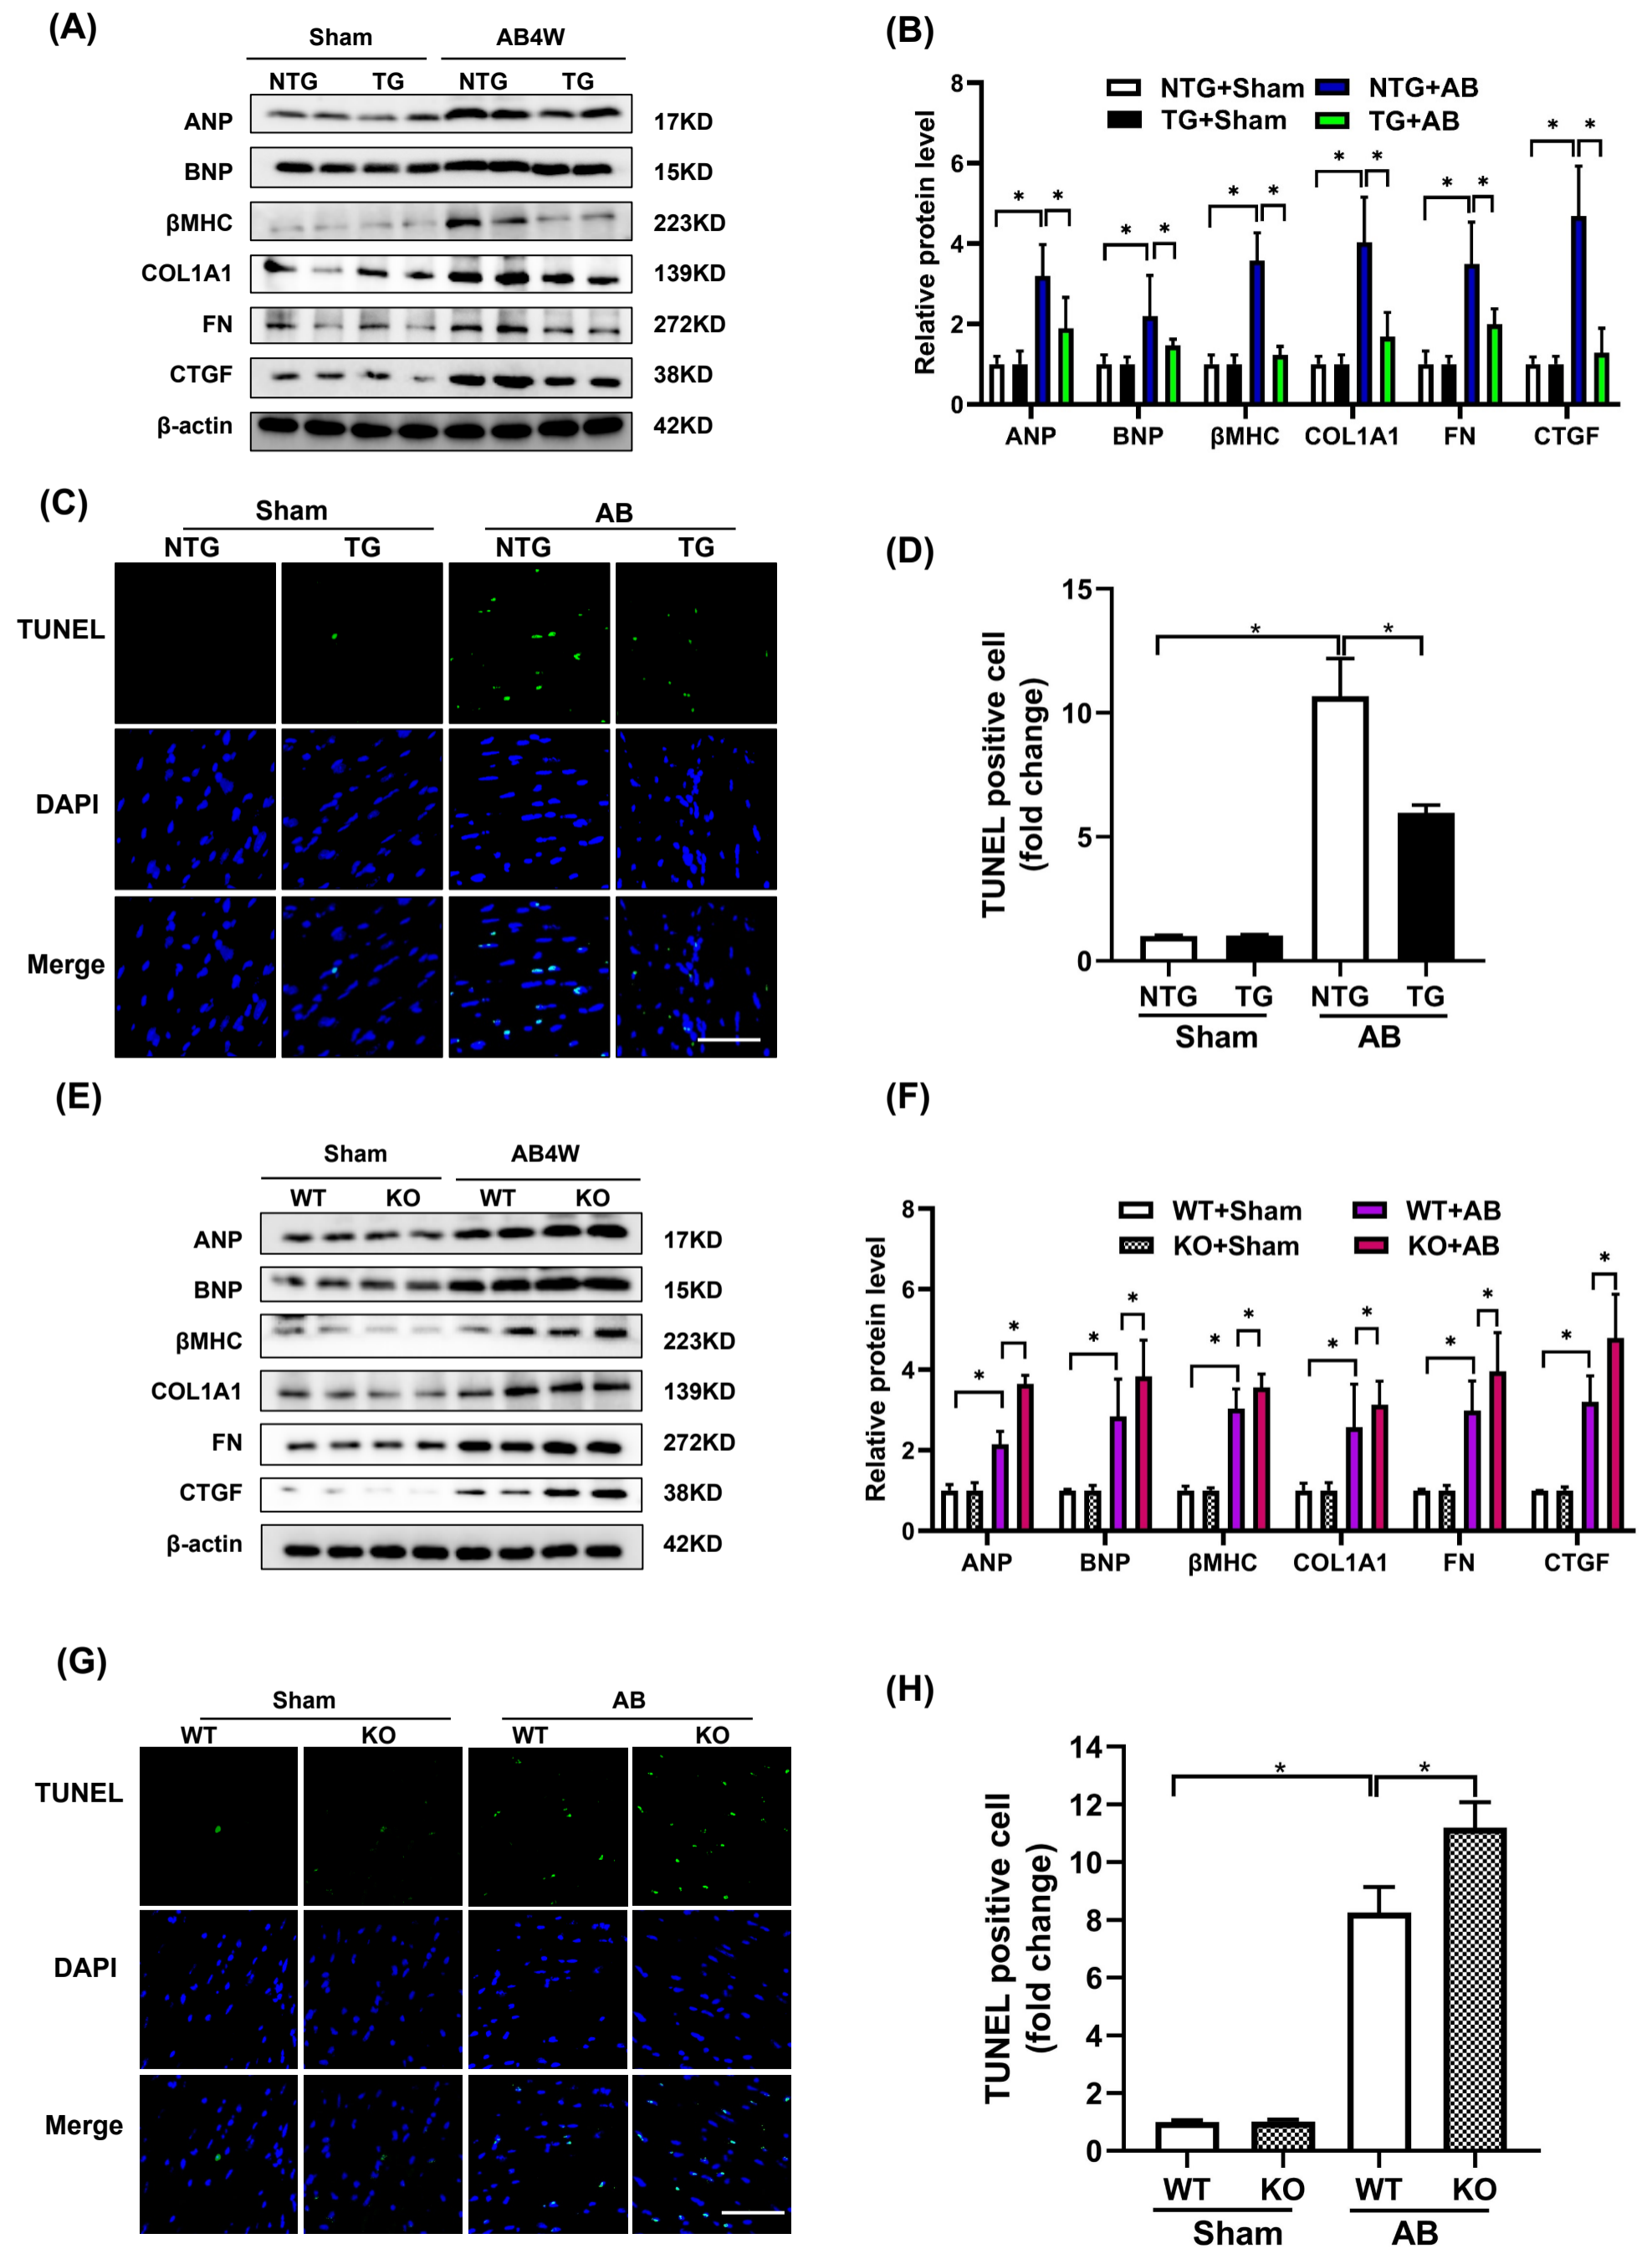

Figure S3

(A)

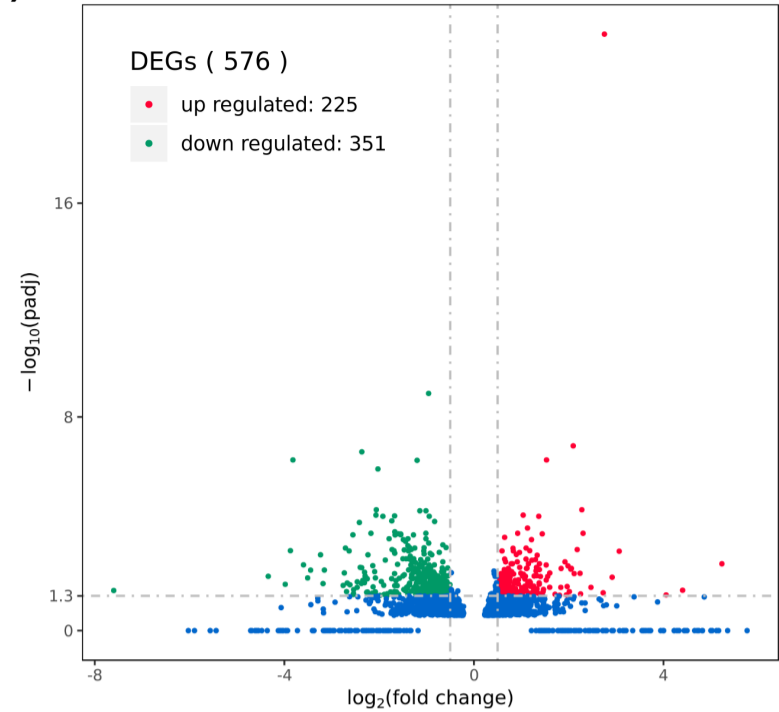

(B)

KEGG pathway (Down-regulated genes)

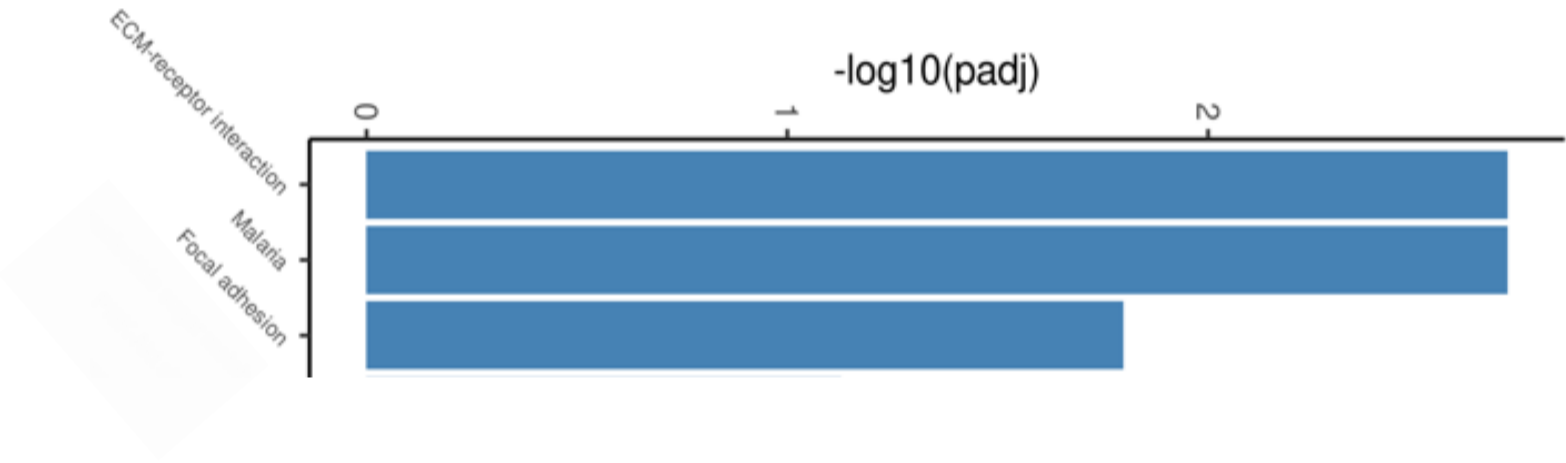

(C)

GO term (Down-regulated genes)

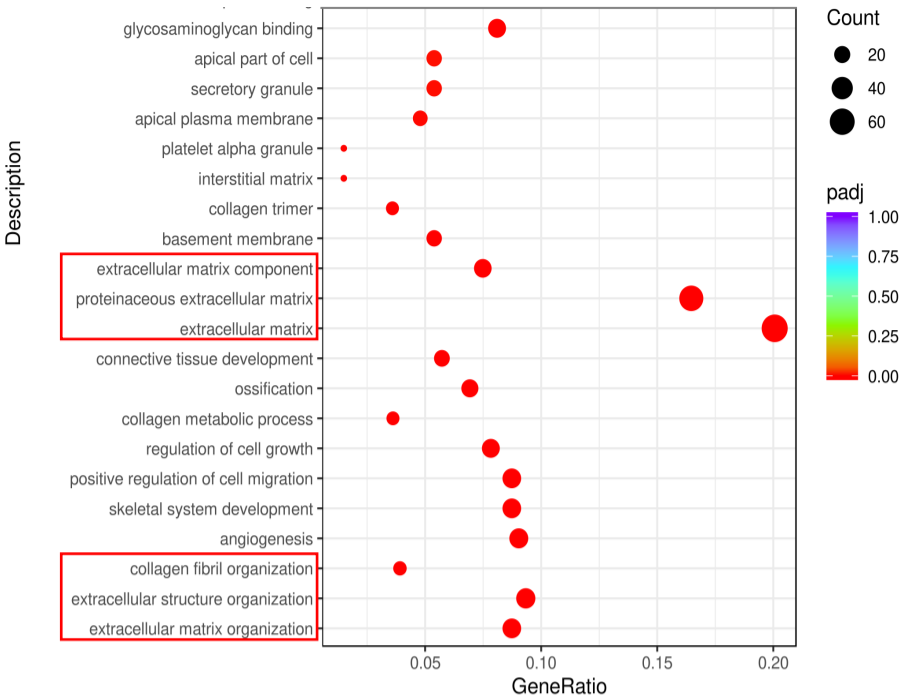

Figure S4

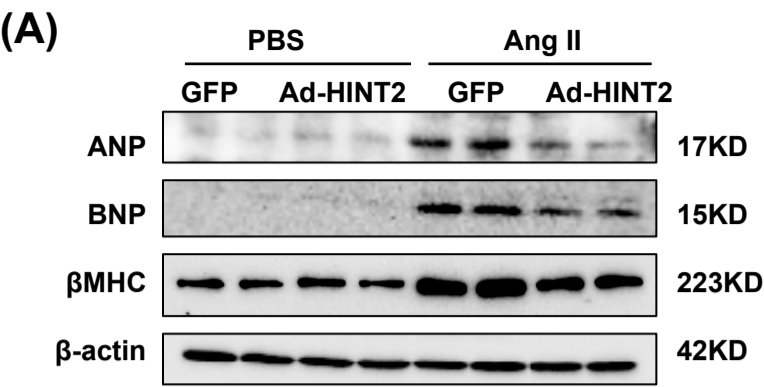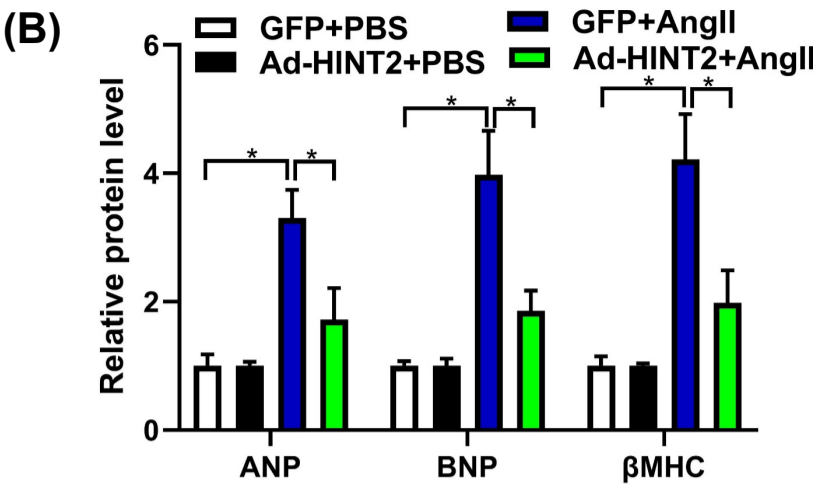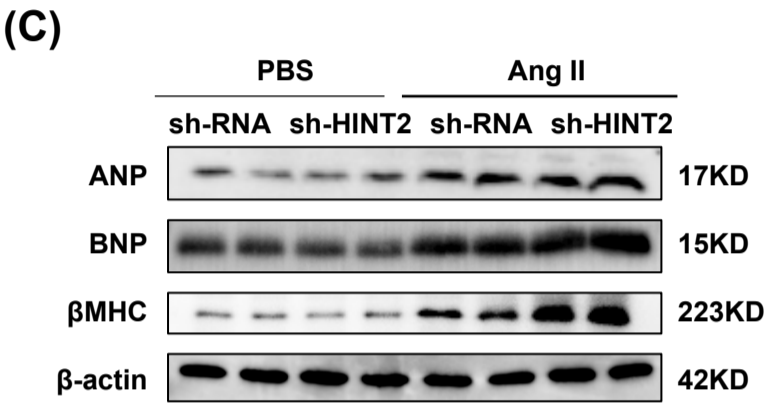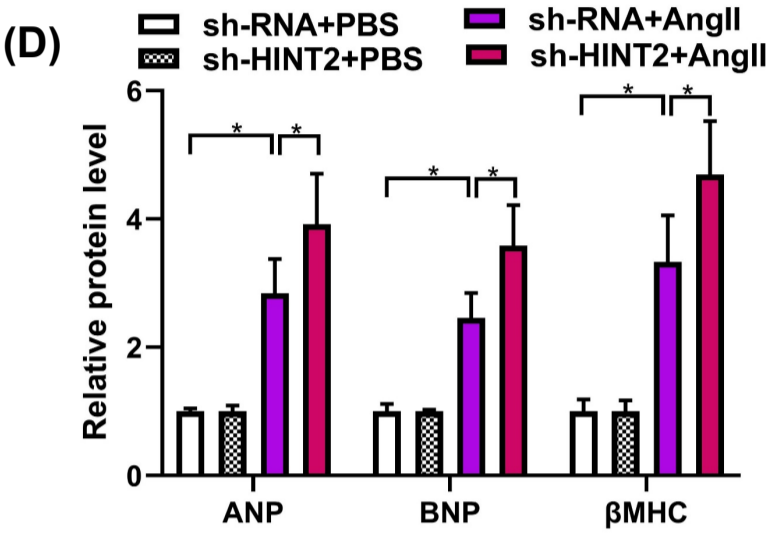

Figure S5

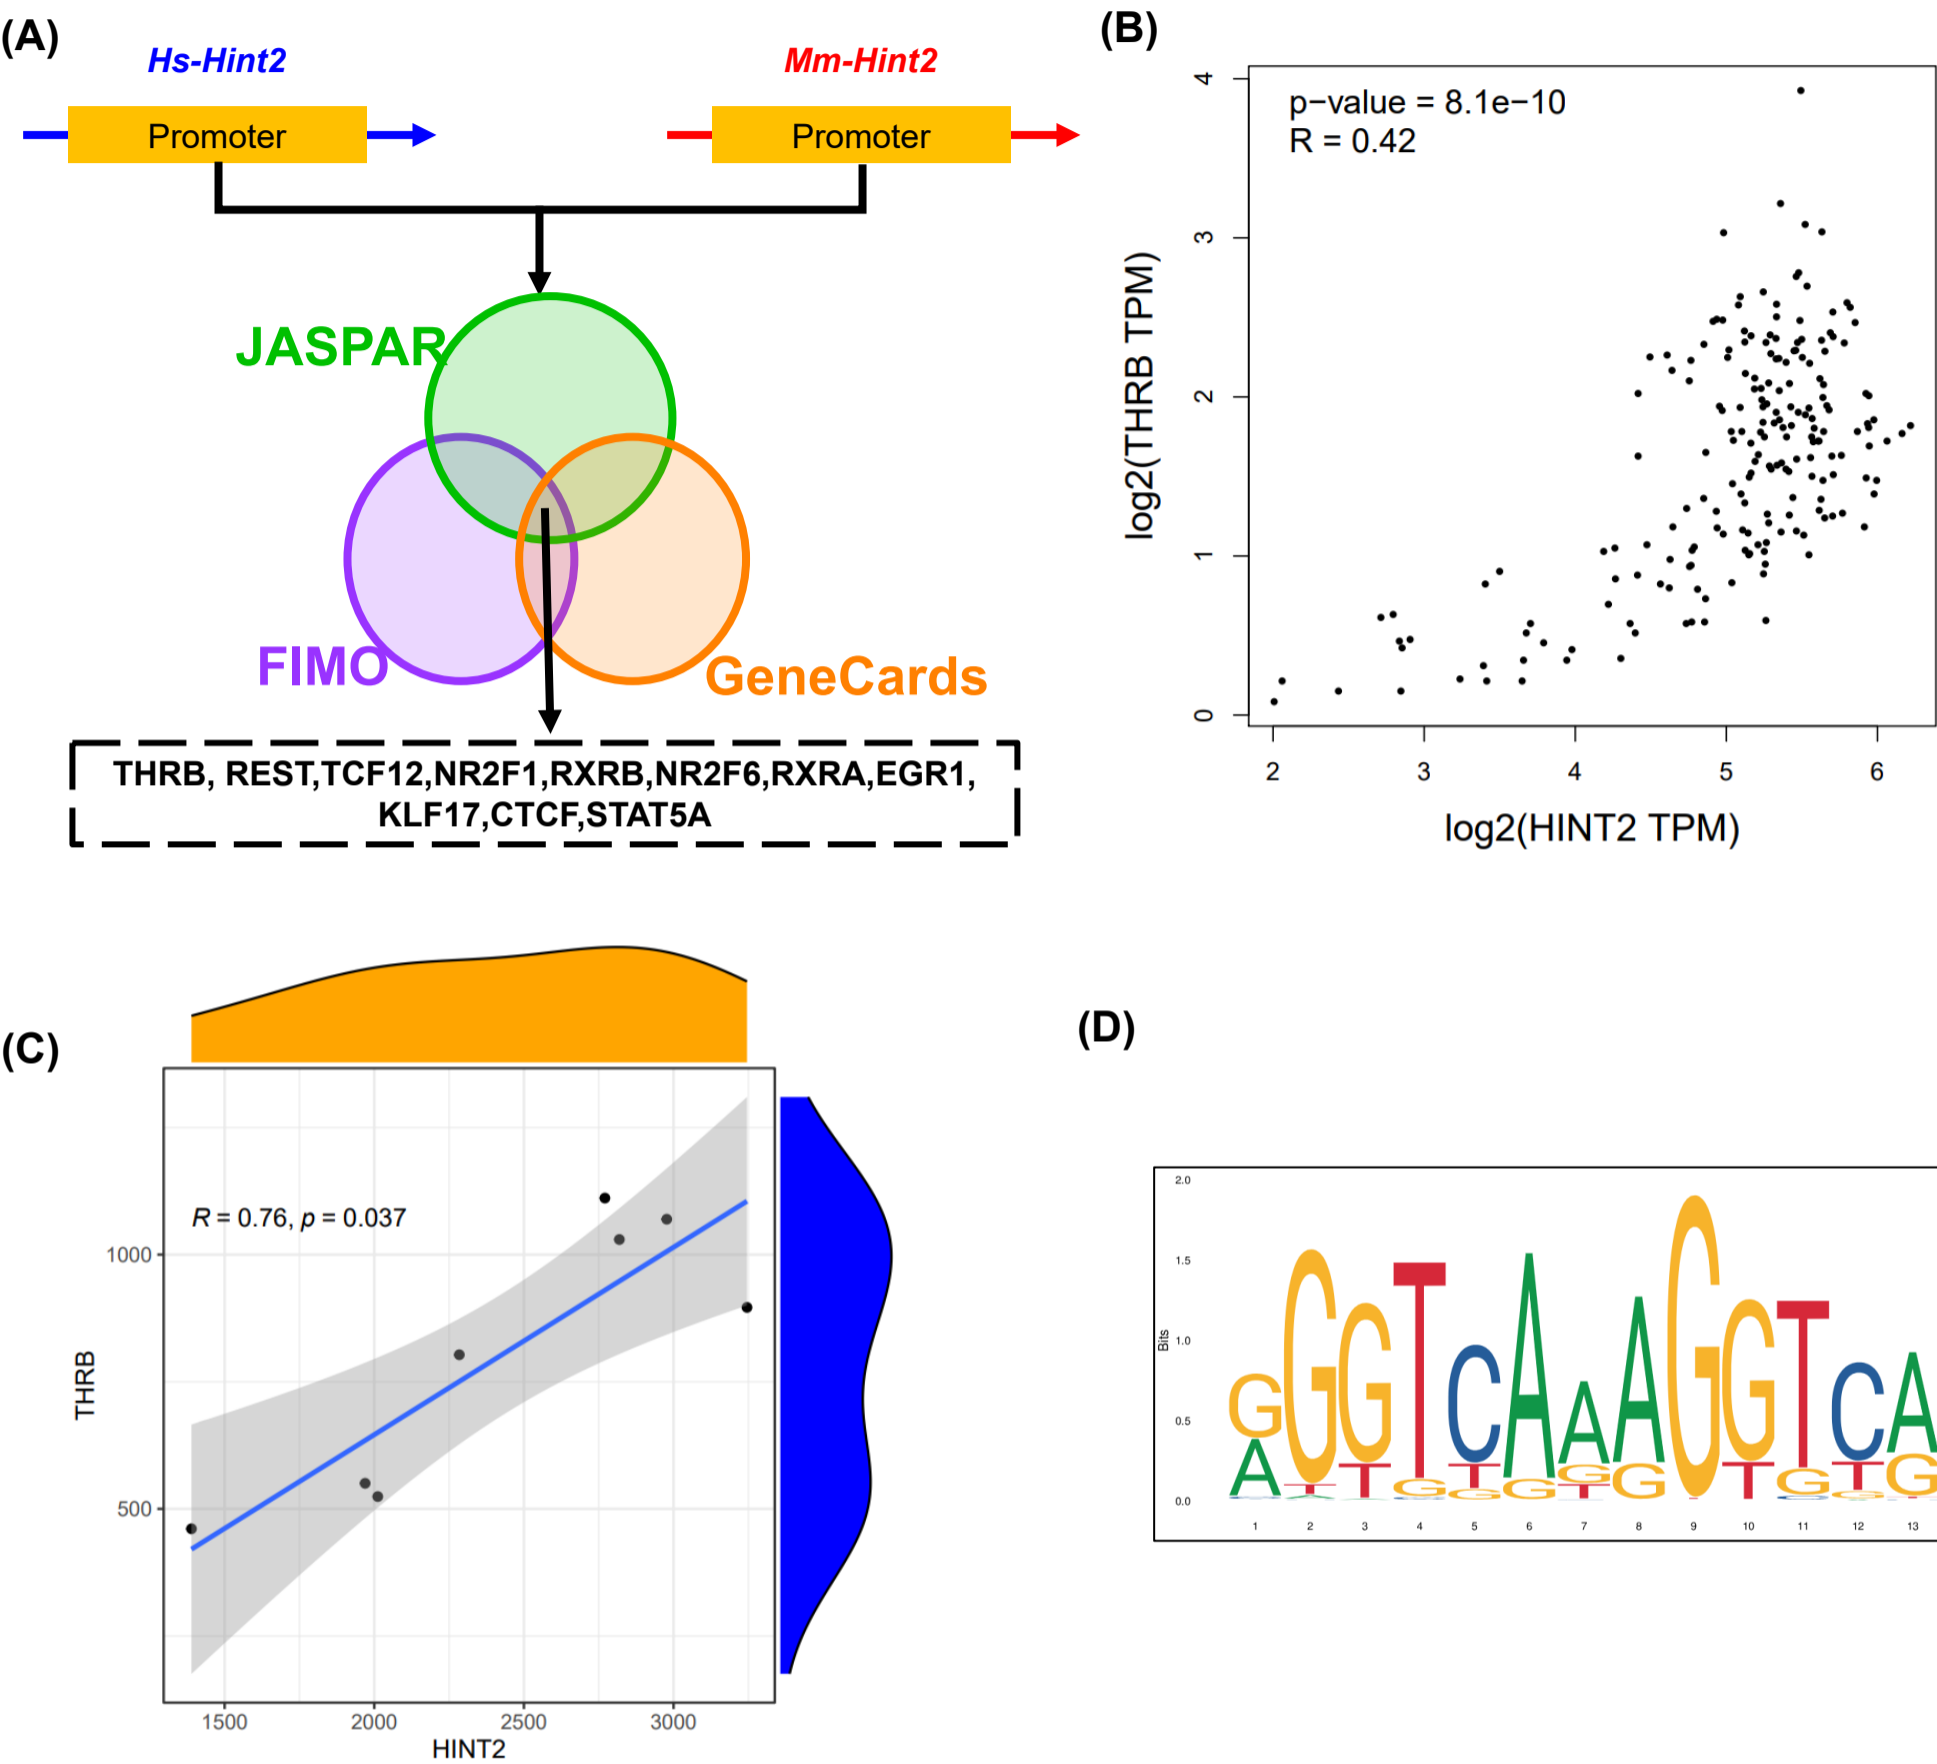

(E)

Human HINT2 promoter:  
1 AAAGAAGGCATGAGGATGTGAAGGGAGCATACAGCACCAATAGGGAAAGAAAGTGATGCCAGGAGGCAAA 70  
.....  
771 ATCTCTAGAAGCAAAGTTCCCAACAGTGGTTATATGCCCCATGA①TAACCATTACCTAAACTAATTCA 840  
.....  
1821 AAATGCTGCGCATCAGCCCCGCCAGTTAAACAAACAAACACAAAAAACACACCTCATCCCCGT②T 1890  
1891 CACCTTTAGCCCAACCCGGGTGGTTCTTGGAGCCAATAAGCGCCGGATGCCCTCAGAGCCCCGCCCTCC 1960  
1961 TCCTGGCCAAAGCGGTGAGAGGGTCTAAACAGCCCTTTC

Predict sequence 1: AGGTGAATGGTTA  
Predict sequence 2:GGGCTAAAGGTGA

# Supplementary material for: HINT2 protects against pressure overload‐induced cardiac remodelling through mitochondrial pathways
**Source:** J Cell Mol Med. 2024 Mar 28;28(8):e18276. doi: 10.1111/jcmm.18276
**Supplement:** Supplementary file 2 — Table S1.

**Supplement table 1**

Primer Sequences

| Name | Forward (5’-3’) | Reverse (5’-3’) | |
| --- | --- | --- | --- |
| Mus_HINT2 | TGTTCCGTGACGTAGCTCCT | TCCTAGAAGCTGCTGGTCGT | |
| Mus_β-actin | GCTTCTAGGCGGACTGTTACT | AACCAACTGCTGTCGCCTT | |
| Mus_NPPA | ATTGACAGGATTGGAGCCCAG | TCAAGCAGAATCGACTGCCTT | |
| Mus_NPPB | TTTGGGCTGTAACGCACTGA | CACTTCAAAGGTGGTCCCAGA | |
| Mus_Myh6 | ACATTGGTGCCAAGAAGATGC | GGCAGAGTCGAACGTTTATGT | |
| Mus_Myh7 | CCGAGTCCCAGGTCAACAA | CTTCACGGGCACCCTTGGA | |
| Mus_Col III | TGACTGTCCCACGTAAGCAC | GAGGGCCATAGCTGAACTGA | |
| Mus_Col I | AGCACGTCTGGTTTGGAGAG | GACATTAGGCGCAGGAAGGT | |
| Mus_FN | CCCTGGGTATGACACCGAAA | TTGTCCGCCTAAAGCCATGT | |
| Mus_CTGF | AGACCTGTGCCTGCCATTAC | ACGCCATGTCTCCGTACATC | |
| Mus_Ndufa13 | CTCCCTGAAGTGATGGTGCT | TCCTTTCTTTCGTGAGCCAT | |
| Mus_Ndufb11 | AAATCGCGCTGGGATCAAC | ATGACAGCTTGTACTGCGGA | |
| Mus_Ndufb7 | CTGCTGAAGTGCAAGCGAGA | ATCCAGGTGCTCGCAGTAGT | |
| Mus_Ndufa2 | TTTGGCCAAGAGAAGACGGT | CTTCAGGCTTTGCCGCTTAG | |
| Mus_Ndufa1 | TGCTGCCGGAAGAGAGGTAAA | ACATCTCCGCACCGTTACTC | |
| Mus_Ndufa3 | ATCAACAAGGCCACACCCTA | ATCAGCAGAGGCATTCACAGG | |
| Mus_Ndufs7 | CCGAAAGGTGTACGACCAGA | CGTTGCAGCTGGCACATAGA | |
| Mus_Ndufb8 | TCATGTTCTGGGTAGGGCAC | CCCGCTCCAGGTACAGATTA | |
| Mus_Ndufb6 | TTAAGGCGTACCGCTCCAGT | CCTGGGCTTCGAGCTAACAAT | |
| Mus_Ndufa8 | TTGACGGTCCACACTTGGTC | GGAAAGAACACGAGATCGGC | |
| Rat_HINT2 | ACCACCTGCACATTCACGTA | GGTTCTCCATCCAAGCATCCA | |
| Rat_β-actin | CGCGAGTACAACCTTCTTGCAG | CGCAGCGATATCGTCATCCAT | |
| Rat_NPPA | CGGTACCGAAGATAACAGCCA | TCACCACCTCTCAGTGGCAA | |
| Rat_NPPB | TTTCCTTAATCTGTCGCCGCT | TGCATCGTGGATTGTTCTGGA | |
| Rat_Myh7 | AGTGAAGAGCCTCCAGAGTTTG | | GTTGATGAGGCTGGTGTTCTGG |
| Rat_Ndufa13 | GATGTGCCCAACTGGAAGGT | AACCCATAAAGCTCGCCGAT | |
| Rat_Ndufb7 | AAACGCGACAGCTTTCCCAA | TTCACATAGTCCTGGTGCTCG | |
| Rat_Ndufa2 | TCTGAGTGCTGCTGAGGTGA | CCACATTGTCTCCAGTCCAGT | |
| Rat_Ndufa3 | AGACCAAGATGGCTGCTAGA | TAGTTGTAGGGTGTGGCCTTG | |
| Rat_Ndufs7 | ACCGCTCAGTTTGTGGTTCC | CGGTCCGTCTTCCAAAGAGT | |
| Rat_Ndufa8 | AATTGAAGGAGACGGGCGAC | AGTTGGCAGCTCCACTATCC | |
| H_HINT2 | AGCAGTGTCTTGTGTTCCGT | CCCATCGTTGATCACAAGTCG | |
| H_β-actin | TCACCATGGATGATGATATCGC | GAATCCTTCTGACCCATGCC | |

Mus: Mus musculus; Rat: Rattus; H: Human;

How the deposited data were processed for this re-analysis (not part of the article)

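RNA was measured by poly-A selected RNA-seq in the left ventricle of 3 TG and 3 NTG mice, 4 weeks after AB. The authors cleaned the reads with their own scripts, mapped them to a reference genome, predicted further transcripts with StringTie, and counted reads per gene with featureCounts. The values the authors deposited and that were used here are these raw counts, 1 column per heart, without normalization and without pooling. The authors calculated FPKM separately, compared the groups with DESeq2 and tested KEGG and GO terms with clusterProfiler. The aligner, genome build, strand setting and handling of reads that map to several places are not named in the paper's text. Reads of genes with near-identical copies, such as haemoglobin genes and mitochondrial genes with nuclear copies, could have been split or left out in that counting, and overlapping and antisense genes are uncertain in the same way. Gene identifiers and positions were compared with GENCODE mouse release 21 (GRCm38), where 53585 genes had identical chromosome, start and end. In the deposited table, 27 gene names had been turned into dates, and the names of the annotation were used for these. Each of the 6 columns was matched to its library by its label, and 0 columns of sample values were left unmatched.

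Total counts on genes were 14863568 to 17581220 in NTG, with a median of 16785031, and 14944465 to 17235802 in TG, with a median of 16807806. Depth differed little between the groups. Counting error and the spread between hearts both enter the SD of each gene and were not separated, and counting error weighs most on genes with few counts, such as Hint2 with 12 counts in NTG 1. Genes encoded in the mitochondrial genome took 13.4% to 19.2% of the counts in NTG and 16% to 21.5% in TG, and the 10 most counted genes of each library took 14.6% to 21% and 17.8% to 23.2%. TMM factors lay between 0.929 and 1.073.

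Counts were analysed in R 4.3.3 with edgeR 4.0.16 by TMM normalization, filterByExpr by group, robust dispersion estimates and the quasi-likelihood test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the 14774 genes tested. A gene was called at an adjusted p under 0.05 and a log2 fold change over 0.5 in size, the thresholds of the paper. Values per library are CPM with TMM normalization. Fold changes are those of edgeR's fit, and log2 CPM used for list means and principal components has a prior count of 2. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, and over-representation with a one-sided Fisher's exact test on called genes against all genes tested, both adjusted over 9 lists. These are complex I subunits, complex I assembly factors, oxidative phosphorylation, cardiac muscle contraction, citrate cycle, ECM-receptor interaction, focal adhesion, malaria and collagen fibril organization. Their members were written from recalled pathway membership and gene nomenclature, not from a KEGG or GO release, so they differ from the terms the paper tested.

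The tests, the gene lists, the rule for named genes and 23 alternatives were fixed before the data were examined. The rule named the genes the paper names, the 5 called genes with the smallest adjusted p and the 3 with the largest fold change in each direction, and the 3 genes of each list with the smallest adjusted p in the direction of the list, where ties were ordered by the unadjusted p. Since 0 genes were called, the rule gave 54 genes, those of the paper and of the lists. The alternatives were scaling by RLE, by upper quartile and by library size alone, no low-count filter, at least 10 counts in every sample, protein-coding genes only, an adjusted p alone, robust = FALSE, DESeq2 1.42.0, limma 3.58.1 (voom), offsets from a loess of span 0.3 on gene length and on GC content (known for 99.9% of the genes tested), a replicate block with and without the length offset, fry, camera with an estimated correlation, Reactome lists shipped with fgsea 1.28.0, and each of the 6 libraries left out in turn. After the values had been seen, 8 were added, namely edgeR's likelihood-ratio test, DESeq2 without a low-count filter, and DESeq2 with each library left out in turn. Each test was first tested on simulated data with the real means, library sizes and dispersions, in which 199 of 14553 genes were changed. edgeR recovered 92.5% of them with 15 false calls, DESeq2 95% with 35 and voom 92.5% with 16.

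Group comparisons used all 6 libraries and no covariate. FPKM values were not used here, and neither the sham-operated mice nor the HINT2-KO mice of the paper were analysed here.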

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

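The number of called genes depended on the test and on the low-count filter. With edgeR's quasi-likelihood test, 0 genes were called under RLE, upper quartile or library size scaling, at least 10 counts in every sample, protein-coding genes only, robust = FALSE, the length offset, the GC offset, and an adjusted p alone. At an unadjusted p under 0.05 these settings had 2532 to 2784 genes, against 2747. With no low-count filter, 116 genes were called higher and 116 lower among 26858 tested, of which 210 were also called by DESeq2. DESeq2 called 228 higher and 355 lower, so that 39.1% were higher, and limma-voom called 1 higher and 0 lower. Chosen after the values were seen, edgeR's likelihood-ratio test called 206 higher and 339 lower, of which 491 were shared with DESeq2, and DESeq2 with no low-count filter called 219 and 348. Of the complex I subunits, 13 were called with no filter, 15 by DESeq2, 11 by the likelihood-ratio test and 15 by DESeq2 with no filter. The cause was not tested.

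Leaving out each library in turn, with edgeR and with DESeq2, gave from 0 to 896 genes called higher, from 0 to 877 called lower and from 0 to 29 complex I subunits called. edgeR called 404 higher and 432 lower without NTG 1, 371 of these 836 also called by DESeq2 on all libraries. Without TG 2 it called 3 and 4, without TG 3 it called 1 and 0, and without NTG 2, NTG 3 or TG 1 it called 0, with 1567, 1848 and 1608 genes at an unadjusted p under 0.05. DESeq2 called 1773 genes without NTG 1, 778 without TG 2, 179 without TG 1, 169 without NTG 3, 123 without NTG 2 and 96 without TG 3.

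None of the 9 lists changed direction under the alternatives set before the data were examined, of which the Reactome lists cover 3. The 8 alternatives added later were not run on the medians. Under fry and under camera with an estimated correlation, none passed an adjusted p of 0.05 and the medians are those of the edgeR fit, 0.49 for complex I, 0.26 for assembly factors, 0.42 for oxidative phosphorylation, 0.28 for cardiac muscle contraction, 0.31 for the citrate cycle, −0.22 for ECM-receptor interaction, −0.066 for focal adhesion, −0.52 for malaria and −0.57 for collagen fibril organization. Focal adhesion also lost its call with protein-coding genes only (−0.062, adjusted p = 0.066), limma-voom (−0.069, adjusted p = 0.0766) and the length offset (−0.027, adjusted p = 0.144), and without NTG 2, NTG 3, TG 1 or TG 3. With each library left out in turn its median ran from −0.12 without NTG 1 to −0.045 without TG 3, and it was −0.11 without TG 2. With scaling by library size alone it was −0.15 and kept its call (adjusted p = 0.0411). The other 8 lists kept an adjusted p under 0.05 by camera in the other alternatives. Besides focal adhesion, medians that moved by over 1.5 times were assembly factors (0.17), cardiac muscle contraction (0.18), citrate cycle (0.20) and malaria (−0.11), each without NTG 2, and ECM-receptor interaction (−0.34 without TG 2 and −0.10 without TG 3). So did malaria with no low-count filter (−0.34) and collagen with its Reactome list. The Reactome lists gave 0.36 for 18 citrate cycle genes, 0.41 for 96 respiratory chain genes and −0.37 for 36 collagen genes.

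Over-representation could not be found where 0 genes were called. With no low-count filter it passed for complex I (13 genes), oxidative phosphorylation (16), cardiac muscle contraction (4) and malaria (2). DESeq2 gave complex I 15, oxidative phosphorylation 23, cardiac muscle contraction 5, ECM-receptor interaction 9, focal adhesion 13, malaria 8 and collagen fibril organization 17. The likelihood-ratio test gave, in the same order without cardiac muscle contraction, 11, 13, 7, 12, 8 and 16. DESeq2 with no low-count filter gave 15, 23, 5, 9, 12, 7 and 17, and the citrate cycle 2. With each library left out in turn, by edgeR and DESeq2, the genes called ran from 0 to 29 for complex I, 0 to 55 for oxidative phosphorylation, 0 to 22 for cardiac muscle contraction, 0 to 11 for the citrate cycle, 0 to 16 for ECM-receptor interaction, 0 to 21 for focal adhesion, 0 to 14 for malaria and 0 to 24 for collagen fibril organization, the highest each time with DESeq2 without NTG 1.

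The groups share replicate numbers. Libraries with the same number deviated from their group means with correlations across genes of 0.081, 0.173 and −0.252 for numbers 1, 2 and 3. These values give no clear sign that the numbers pair the samples, but without a reference they cannot exclude it. A replicate block called 84 genes higher and 147 lower, with complex I 10, oxidative phosphorylation 12, ECM-receptor interaction 8, focal adhesion 9, malaria 3 and collagen fibril organization 7 past the threshold for over-representation. The length offset and replicate block together called 109 and 135, with complex I 10, oxidative phosphorylation 12, ECM-receptor interaction 6, focal adhesion 7 and collagen fibril organization 7, and the focal adhesion median was then −0.023.

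Of the 54 named genes, none changed direction under any alternative set before the data were examined. Past the threshold were 36 under DESeq2, 21 with no low-count filter, 22 with the replicate block, 20 with the length offset and replicate block and 32 without NTG 1, and 0 elsewhere.

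At this depth and with 3 hearts per group, edgeR recovered 92.5% of the genes changed in simulated counts. Recovery was not measured separately for changes as small as the complex I median of 0.49. The simulation therefore cannot tell whether the number of hearts explains the 0 calls. The Hint2 count of the library labelled NTG 1 rests on 12 counts, and its fold change moves from 1.33 to 0.77 without that library.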

Differences from the paper's values

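The paper reports 225 upregulated genes in TG hearts after AB, and edgeR's quasi-likelihood test gave 0 at the same thresholds. The paper's count of downregulated genes is 351, and edgeR gave 0. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 228 and 355 and closed both gaps. Without the library labelled NTG 1, edgeR's 432 downregulated genes also came within 1.5 times the paper's count, while its 404 upregulated genes did not. None of the other alternatives set before the data were examined closed either gap, with 0 to 116 genes higher and 0 to 147 genes lower. Both edgeR's likelihood-ratio test (206 and 339) and DESeq2 without a low-count filter (219 and 348) reached the paper's counts, and both were chosen after seeing the values.

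The paper takes the genes of Figure 4C and Figure 4D from its upregulated genes, and edgeR's quasi-likelihood test called 0 of them. DESeq2 called 26 of the 28 genes of Figure 4C and all 10 of Figure 4D. It left out Ndufb10 (adjusted p = 0.0512, DESeq2) and Sdha (adjusted p = 0.101, DESeq2), which no alternative set before the data were examined called. Part of the other 26 were also called by edgeR without a low-count filter, with a replicate block, with the length offset and a replicate block together, and without NTG 1.

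The paper lists the citrate cycle among the pathways enriched in upregulated genes. With the list used here, DESeq2 called 2 of its genes, with an adjusted p of 0.0728 by Fisher's exact test. The list passed the threshold with edgeR without NTG 1 (4 genes, adjusted p = 0.00809, Fisher's exact test). It also passed with DESeq2 without a low-count filter (2 genes, adjusted p = 0.0229, Fisher's exact test) and with DESeq2 without NTG 1 (11 genes, adjusted p = 2.4e-07, Fisher's exact test), both chosen after seeing the values. The paper gives assembly of complex I as a prominent GO process of the upregulated genes. For the assembly factors listed here, which are not the members of that GO term, no setting passed the threshold, with at most 3 genes called.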

Other observations

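Tests of gene length, of the cardiomyocyte and non-myocyte share of RNA, of the time of collection, of mitochondrial RNA (with its 5 genes chosen later), of single NTG libraries on the number of called genes and of other splits on edgeR's calls were set before the result they measure was seen, and the other tests were chosen after it. The paper reports none of the values that follow unless they are marked as the paper's.

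Hint2 in the library labelled NTG 1 had a log2 ratio of −4.56 to the other NTG libraries, computed on CPM plus 0.5, and 0 of the genes tested had a lower ratio. Low depth is argued against, since at the level of the other NTG libraries NTG 1 would hold 449 Hint2 counts and it held 12. Loss of a wider region is argued against as well. The 14 protein-coding genes within 250 kb with a mean over 1 CPM had ratios from −1.2 (Cd72) to 0.37, with a median of −0.01. A mislabelled library and a mouse without an intact Hint2 gene, such as one from the knockout line the paper also studied, are candidate explanations that cannot be told apart here, because the table gives no genotype other than this gene. That knockout is limited to cardiomyocytes, and the paper reports lower complex I transcripts in its hearts after AB. NTG 1 instead lay above the other NTG libraries for 36 of 37 subunits. This goes against the knockout line as the source, but 1 library cannot decide it. Across genes, NTG 1 had Spearman correlations of 0.983 to 0.99 with the TG libraries, 0.973 with NTG 2 and 0.986 with NTG 3, and genes are not independent replicates. The label was kept, so each comparison of the groups includes this library unless its omission is stated.

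The 6 libraries can be split into groups of 3 in 10 ways, so the real split can never stand out at a share under 0.1. With edgeR's 0 calls, all 10 of the 10 splits had as many called genes. The split of NTG 1, TG 1 and TG 3 against the other 3 libraries gave 4 calls, 2502 genes at an unadjusted p under 0.05 and 307 calls by DESeq2. The real split alone, 1 of the 10, gave as many as 2747 genes at an unadjusted p under 0.05, and likewise 1 of 10 gave as many as 583 calls by DESeq2. For the median change of complex I and of collagen fibril organization, 1 of 10 splits was as large. For assembly factors, oxidative phosphorylation, cardiac muscle contraction, citrate cycle, ECM-receptor interaction and malaria it was 2 of 10, and for focal adhesion 3 of 10. In size, the split of NTG 1, TG 1 and TG 3 came close to the real one for complex I (0.47 against 0.49). It also came close for collagen fibril organization (0.52 against 0.57). No batch is given by which these splits could be read, and whether NTG 1 belongs with the TG libraries cannot be told from them.

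The number of called genes hung on single libraries. DESeq2 called 123 genes without NTG 2, 1773 without NTG 1, 169 without NTG 3, 96 without TG 3, 179 without TG 1 and 778 without TG 2, against 583 with all libraries. Whether 1 NTG library decides the difference cannot be told, since leaving out TG 1 or TG 3 lowered the number as well, while leaving out NTG 1 or TG 2 raised it. Of the complex I subunits, DESeq2 called 15 with all libraries, 29 without NTG 1, 4 without NTG 2 and 2 without NTG 3, and also 2 without TG 1, 21 without TG 2 and 2 without TG 3, so their calls hung on single libraries too. For the median change of complex I, unlike its calls, a single NTG library is argued against, because the lowest median with an NTG library left out was 0.38.

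Complex I and other nuclear-encoded respiratory chain genes were higher in TG hearts, and several explanations were weighed. Gene length bias is argued against as the whole cause, since the complex I median was 0.44 with the length offset, and 77 cytosolic ribosomal protein genes with a median length of 1739 bases, against 1569 for complex I and 4170 for all genes tested, had a median of −0.01. GC bias is argued against in the same way, with a median of 0.50 under the GC offset. A higher share of cardiomyocyte RNA in TG, if it came at the cost of all other cell types evenly, would lower their markers alike. Endothelial minus fibroblast markers instead rose, with 0.092 in the lowest TG library and −0.124 in the highest NTG library. This argues against such an even shift, but the contrast rests on the fall of the fibroblast markers and holds no cardiomyocyte genes. A higher cardiomyocyte share that comes from less fibroblast RNA therefore stays open. Of the 15 cardiomyocyte markers, 14 were higher in TG, and complex I minus these markers lay between −0.181 and −0.029 in NTG and between 0.021 and 0.139 in TG. By these markers, much of the rise is shared with other cardiomyocyte genes. The 40 cardiac muscle contraction genes outside the respiratory chain rose less, with a median of 0.14. Complex I minus these 40 genes lay between −0.252 and −0.045 in NTG and between −0.017 and 0.293 in TG. How much of the rise is shared therefore depended on the genes compared. More mitochondrial RNA per cell stays open. The 5 mitochondrially encoded genes with little sequence in nuclear copies had a median of 0.30, but 0 of them had an unadjusted p under 0.05 and NTG 1 lay above TG 2 for all 5. A different time of tissue collection cannot be told apart either. The 9 clock genes high by the end of the day had a median of 0.13 and the 5 of opposite phase −0.070, and the contrast of the lists ran from −0.329 to 0.324 across the TG libraries. The effect of HINT2, which the paper proposes, is the biological explanation the design gives and may hold beside those left open.

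Collagen and other matrix genes were lower in TG hearts. A lower share of all non-myocyte RNA is argued against, since endothelial markers minus the collagen list were 0.093 in the lowest TG library and −0.176 in the highest NTG library. Endothelial minus macrophage markers overlapped between the groups, with −0.089 in the lowest TG library and 0.043 in the highest NTG library. A lower share of fibroblast RNA in particular may contribute. The 15 fibroblast markers had a median of −0.65, and the 7 of them outside the collagen list −0.47, but fewer fibroblasts and less expression per fibroblast cannot be told apart in tissue RNA. Of the 15 markers, 8 are in the collagen list.

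The malaria list rested on NTG 2 for most of its change, with a median of −0.52 and −0.11 without that library. Macrophage markers were also highest in NTG 2, with a median over 15 genes of −0.59. Less blood in the TG tissue is a candidate explanation for the haemoglobin genes. The erythroid gene Alas2, which is not a haemoglobin gene, fell with them (log2 fold change −1.55), next to −1.05 for Hbb-bt and −0.60 for Hba-a2, and the 5 erythroid markers had a median of −1.05. The 37 malaria genes outside the erythroid markers had a median of −0.46. A biological reason for less blood was not tested.

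Some genes of the mitochondrial genome moved far more than others. The log2 fold change was 2.75 for mt-Co3, 2.09 for mt-Atp6, 1.96 for mt-Nd4l and 1.43 for mt-Co2, but 0.35 for mt-Co1 and −0.25 for mt-Nd3. mt-Co3 had the smallest adjusted p by DESeq2 (3.32e-22), with 266, 249 and 227 CPM in NTG and 1239, 1280 and 2468 CPM in TG. More mitochondrial RNA as the only cause is argued against by the 5 genes with little sequence in nuclear copies. Their highest log2 fold change was 0.45. Some mitochondrially encoded genes were in neither this set nor the set with nearly all of its sequence in nuclear copies. As 0.45 was also the median of all 13, some of these rose by more, so the argument covers the 5 only. Of the 784 bases of mt-Co3, 783 are identical in the nuclear copy Gm28437, or 99.9%. Reads shared with such copies are a candidate explanation for the low counts of these genes, since the 5 genes with nearly all of their sequence in nuclear copies reached a mean of 954.8 CPM at most, against 4036.5 CPM at least for the 5 with little. A mitochondrial sequence variant between the mice, which would change which reads are shared, may explain the difference between the groups but cannot be told apart from a real change. The 7 nuclear copies rose too, with a median of 1.10. These values are therefore no measure of mitochondrial gene expression.

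Myl7, Sln and Myl4, which are atrial genes, were uneven between the libraries of both groups. Myl7 was 19.5, 0.159 and 0 CPM in NTG 1, NTG 2 and NTG 3, and 1.59, 7.68 and 64.4 CPM in TG 1, TG 2 and TG 3. Sln was highest in TG 3 at 24.8 CPM, and Myl4 at 77.8 CPM. Atrial tissue in some libraries is a candidate explanation, since Mybphl, another atrial gene, was also highest there, at 7.16 CPM. The 5 atrial markers tested had a median of 1.19, with 4 of 5 higher in TG and 1 at an unadjusted p under 0.05. With 3 hearts per group and this spread, no difference between the groups was detected by camera (unadjusted p of 0.498), by fry (0.632) or with an estimated correlation (0.685), which does not show that there is none.

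A few genes stood apart in a single library by over 2 on the log2 scale, and no explanation was tested for them. Hint2 was the 1 gene lower in NTG 1 than in all others. In NTG 2, 10 genes were higher than in all others, among them S100a8 (77.0 CPM), S100a9 (109 CPM), Retnlg (20.4 CPM), Mmp9 (15.9 CPM), Hp (22.4 CPM) and Gapdh, at 125 CPM against 4.43 to 9.02 CPM elsewhere. In TG 3, 4 genes were higher, which were Atp6v0c-ps2 (32.9 CPM), Gm12185 (18.6 CPM), Gbp10 (26.1 CPM) and Batf2 (12.4 CPM). These genes were chosen after their values were seen, and Gapdh and Atp6v0c-ps2 can share reads with near-identical copies.

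The paper measured hypertrophic and fibrotic markers by RT-PCR in TG and NTG mice. In the libraries, with edgeR's adjusted p, the hypertrophic markers gave log2 fold changes of −1.44 for Nppa (adjusted p = 0.275), −0.50 for Nppb (adjusted p = 0.227), −0.89 for Myh7 (adjusted p = 0.501) and 0.56 for Myh6 (adjusted p = 0.323), with a median of −0.69. The fibrotic markers gave −1.12 for Col1a1 (adjusted p = 0.211), −1.45 for Col3a1 (adjusted p = 0.196), −1.83 for Fn1 (adjusted p = 0.196) and −1.22 for Ctgf (adjusted p = 0.251), with a median of −1.34. With each library left out in turn, Nppa ran from −2.43 to −1.06 and Nppb from −0.66 to −0.36. Myh7 ran from −1.90 to −0.51 and Myh6 from 0.31 to 0.81. Col1a1 ran from −1.43 to −0.73 and Col3a1 from −1.74 to −0.935. Fn1 ran from −2.12 to −1.19 and Ctgf from −1.86 to −0.87. NTG 1 lay past TG 2, against the direction of the groups, for Nppa, Myh7, Myh6 and Ctgf, and not for the others. None of the 8 was called by edgeR. DESeq2 called Col1a1 lower (adjusted p = 0.0179, range over the alternatives 0.0179 to 0.474) and Fn1 lower (adjusted p = 0.0404, range 0.0404 to 0.441), and edgeR called Col3a1 lower without NTG 1 (adjusted p = 0.0466, range 0.0466 to 0.441). The other 5 were called under none of the alternatives set before the data were examined.

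The paper names further genes outside this experiment. Thrb, which the paper proposes as a regulator of HINT2 from public datasets, had a log2 fold change of 0.30 (adjusted p = 0.381, edgeR). Adrb1 and Atp2a2, which the paper cites from the literature as targets of THRB, were at 0.31 (adjusted p = 0.438) and 0.42 (adjusted p = 0.414). Prkaa1 and Prkaa2 encode AMPKα, whose expression the paper's discussion states is raised by HINT2, without naming the samples. They were at −0.24 (adjusted p = 0.277) and 0.15 (adjusted p = 0.578). With each library left out in turn, Prkaa1 ran from −0.32 to −0.20 and Prkaa2 from 0.028 to 0.27. In the same fits Thrb ran from 0.16 to 0.45, Adrb1 from 0.14 to 0.48 and Atp2a2 from 0.19 to 0.70. None of these was called by edgeR, by DESeq2 or under the other alternatives set before the data were examined.

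Other lists had median log2 fold changes of 0.47 for 20 fatty acid oxidation genes and 0.35 for 4 B cell markers. The median was 0.28 for 15 cardiomyocyte markers, 8 of which are in the cardiac muscle contraction list. It was 0.45 for 13 mitochondrially encoded subunits, which include genes with nearly all of their sequence in nuclear copies. The 5 with little such sequence had a median of 0.30. Medians were 0.13 for 10 mural markers, 0.10 for 34 proteasome genes, 0.095 for 7 AMPK subunits, 0.072 for 21 immediate early genes, 0.053 for the 1 brown fat marker tested, 0.033 for 15 endothelial markers, 0.016 for 30 mitophagy genes and −0.041 for 4 genes of the Y chromosome. The median of all genes tested was −0.0081, and −0.093 with scaling by library size alone.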
